# An integrative transcriptomics approach identifies miR-503 as a candidate master regulator of the estrogen response in MCF-7 breast cancer cells

**DOI:** 10.1261/rna.056895.116

**Published:** 2016-10

**Authors:** Jeanette Baran-Gale, Jeremy E. Purvis, Praveen Sethupathy

**Keywords:** estrogen receptor α (ERα), gene expression dynamics, microRNAs, miR-503, breast cancer, ZNF217

## Abstract

Estrogen receptor α (ERα) is an important biomarker of breast cancer severity and a common therapeutic target. In response to estrogen, ERα stimulates a dynamic transcriptional program including both coding and noncoding RNAs. We generate a fine-scale map of expression dynamics by performing a temporal profiling of both messenger RNAs (mRNAs) and microRNAs (miRNAs) in MCF-7 cells (an ER+ model cell line for breast cancer) in response to estrogen stimulation. We identified three primary expression trends—transient, induced, and repressed—that were each enriched for genes with distinct cellular functions. Integrative analysis of mRNA and miRNA temporal expression profiles identified miR-503 as the strongest candidate master regulator of the estrogen response, in part through suppression of *ZNF217*—an oncogene that is frequently amplified in cancer. We confirmed experimentally that miR-503 directly targets *ZNF217* and that overexpression of miR-503 suppresses MCF-7 cell proliferation. Moreover, the levels of *ZNF217* and miR-503 are associated with opposite outcomes in breast cancer patient cohorts, with high expression of *ZNF217* associated with poor survival and high expression of miR-503 associated with improved survival. Overall, these data indicate that miR-503 acts as a potent estrogen-induced candidate tumor suppressor miRNA that opposes cellular proliferation and has promise as a novel therapeutic for breast cancer. More generally, our work provides a systems-level framework for identifying functional interactions that shape the temporal dynamics of gene expression.

## INTRODUCTION

Breast cancer remains a prevalent cause of cancer-related death in women worldwide and is categorized into at least five molecular subtypes that differ from each other in terms of biomarkers, etiology, and treatment modalities (Sabatier et al. 2014). By far the most predominant forms of breast cancer are those that stain positive for the estrogen receptor (ER+). The ER, in particular ERα (encoded by the *ESR1* gene), has been widely studied in breast cancer (Creighton et al. 2006; Oh et al. 2006; Zhou and Slingerland 2014). ERα binds to estrogen (usually estradiol or E2), dimerizes, and translocates to the nucleus where it recruits coactivators or corepressors to estrogen response elements (EREs) (Zhou and Slingerland 2014). ERα is thought to be the primary receptor involved in the estrogen response of both normal and breast cancer cells (Higa and Fell 2013).

In response to estrogen, ERα stimulates a transcriptional program involving both coding (Frasor et al. 2003; Rae et al. 2005; Creighton et al. 2006; Gaube et al. 2007; Bourdeau et al. 2008; Chang et al. 2008) and noncoding (Bhat-Nakshatri et al. 2009; Castellano et al. 2009) RNAs. While numerous studies have investigated the coding transcriptional program, only a few studies have investigated the role played by microRNAs (miRNAs). Several miRNAs have been reported to play a role in breast cancer including miR-221/222, which is involved in drug resistance (Rao et al. 2011), and miR-21, which directly targets and regulates numerous tumor suppressors (Zhu et al. 2007, 2008; Frankel et al. 2008; Qi et al. 2009). In one study, miR-375 was identified as an epigenetically deregulated miRNA that amplifies estrogen signaling in ER+ breast cancers (Simonini et al. 2010). Importantly, in that study, the inclusion of miR-375 in a newer microarray probe set allowed the authors to identify a role for miR-375 in ER+ tumors. This highlights the importance of investigating miRNA expression via high-throughput sequencing, which is more sensitive and less biased than microarrays, and could potentially expand the set of miRNAs with potential relevance to the estrogen response.

Although high-throughput sequencing has increased in popularity and decreased in cost over the last decade, it has not been extensively applied toward the study of the gene expression response to estrogen. While microarray studies have identified a working set of estrogen-responsive genes and miRNAs, these studies are limited by several factors. Firstly, microarrays can only identify targets for which probes exist and are subject to cross-hybridization errors (Casneuf et al. 2007). Secondly, to date, most studies have assessed only one or two time points in response to estrogen, which fails to capture the full dynamic responses of ERα targets. ERα is known to cyclically bind to EREs and initiate bursts of transcriptional activity (Shang et al. 2000; Reid et al. 2003), and individual estrogen-responsive mRNAs have been shown to exhibit diverse dynamical patterns of expression following estrogen stimulation (Bourdeau et al. 2008). Finally, to date no study has quantified both coding and noncoding RNAs in the same total RNA in response to estrogen. The estrogen response is highly dependent on the conditions of the study (Wiese et al. 1992), and small changes in experimental design make it difficult to combine multiple studies together. In summary, the body of work on the estrogen response has demonstrated that ERα signaling enacts a dynamic and multilayered gene expression program, but we have very little understanding of how estrogen-stimulated regulatory networks change over time. The study of regulatory networks is greatly enhanced by the inclusion of temporal data, as it expands static interaction diagrams into dynamic models that can uncover complex behaviors, such as the generation of expression thresholds (Mukherji et al. 2011), or the existence of stable points that allow the cell to maintain expression in the absence of continued stimulation.

In this study, we investigate the global response to estrogen stimulation by analyzing paired messenger (mRNA) and miRNA measurements over time in MCF-7 breast cancer cells. We identify three major patterns of gene expression following estrogen stimulation and uncover miR-503 as an important estrogen-induced master regulator of the overall estrogen response. Based on these computational predictions, we confirm experimentally that miR-503 suppresses proliferation in MCF-7 cells, and we identify a new target of miR-503, the oncogene *ZNF217*. These results provide a quantitative understanding of the temporal response of mRNAs and miRNAs to estrogen stimulation, and suggest that miR-503 is a candidate therapeutic target for treatment of breast cancer.

## RESULTS

To study the dynamics of gene expression in response to estrogen stimulation, we performed a parallel set of time-series measurements for mRNAs and microRNAs (Fig. 1). We cultured MCF-7 cells (a luminal A-type/ER+ cancer cell line) in stripped (estrogen-starved) media for 72 h to synchronize cells in an estrogen-free state. At time zero, we supplemented the media with 10 nM β estradiol (E2) and maintained the cells in this media for 1–24 h. At each of 10 time points (hourly from 0 to 6 h after E2, and 8, 12, and 24 h after E2), with three independent biological replicates for each, cells were harvested and used to prepare both small RNA and poly(A)^+^ RNA libraries from the same total RNA sample for high-throughput sequencing. The poly(A)^+^ RNA libraries had an average read depth of ∼65 million reads (>90% of reads aligned uniquely), and the small RNA libraries had an average read depth of ∼32 million reads (∼90% of reads aligned) (Supplemental Table S1). 

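MCF-7 is a luminal A breast cancer line that carries the estrogen receptor, and 17β-estradiol (E2) is the ligand of that receptor. For the small RNA part of the time course, 30 libraries were analysed: 3 biological replicates at time zero, before E2 was added, and 3 at each later time, hourly from 1 h to 6 h and at 8, 12 and 24 h after 10 nM E2. The poly(A)+ RNA libraries were not analysed here. The replicates carry the numbers 2, 3 and 4, and each came from 1 plate split into 10, so that libraries with the same number are paired across the times. Replicates 2 and 3 were of passage 9 and replicate 4 was of passage 10. A time course without E2 was not analysed here, so a change with time in culture, or with the change of medium, cannot be told from a response to E2.
The small RNA libraries held from 2399929 to 53593391 reads in total, and on average 89.2% of the trimmed reads mapped. Mapped reads ranged from 21322400 to 27404800 at time zero (median 25891400), from 13272700 to 33896000 at 1 h (median 28290700), from 17984900 to 29886200 at 2 h (median 29821200) and from 18031000 to 26783900 at 3 h (median 23431700). At 4 h the median was the lowest of the 10 times, with 1280430 mapped reads in replicate 3, 6536950 in replicate 4 and 22775100 in replicate 2. At 5 h mapped reads ranged from 4758550 to 32277900 (median 13119700), at 6 h from 16162500 to 24144400 (median 18908300) and at 8 h from 20708600 to 41855100 (median 28704800). At 12 h they ranged from 22624000 to 34067800 (median 25056100), and at 24 h from 21112300 to 31014900 (median 21571800).
The authors trimmed the adapters, mapped the reads to the human genome, counted mature miRNAs and isomiRs that start upstream or downstream of the mature 5′ end, and scaled the reads to the mapped reads of the library, which gives RPMM. No value above 0 stood for fewer than 10.0 reads, so a 0 is a value at or below that level. Reads that map to several loci were split between them, and so the RPMM values do not give whole reads. From there, log2(RPMM + 1) was fitted with limma, with time as a factor over all 30 libraries and an intensity trend in the variance, for miRNAs with a mean of at least 50 RPMM. Fold changes on this scale slightly understate the change of low miRNAs. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Ratios are ratios of mean RPMM. Replicates of a time correlated at 0.927 to 0.993 on the log2 scale (median 0.977 over 30 pairs), and no libraries held identical values. The largest axis of variation between the libraries took 39.6% of the variance, and the time zero library of replicate 2, with a score of -9.42, stood far from the other libraries of time zero.

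**Figure D1:**
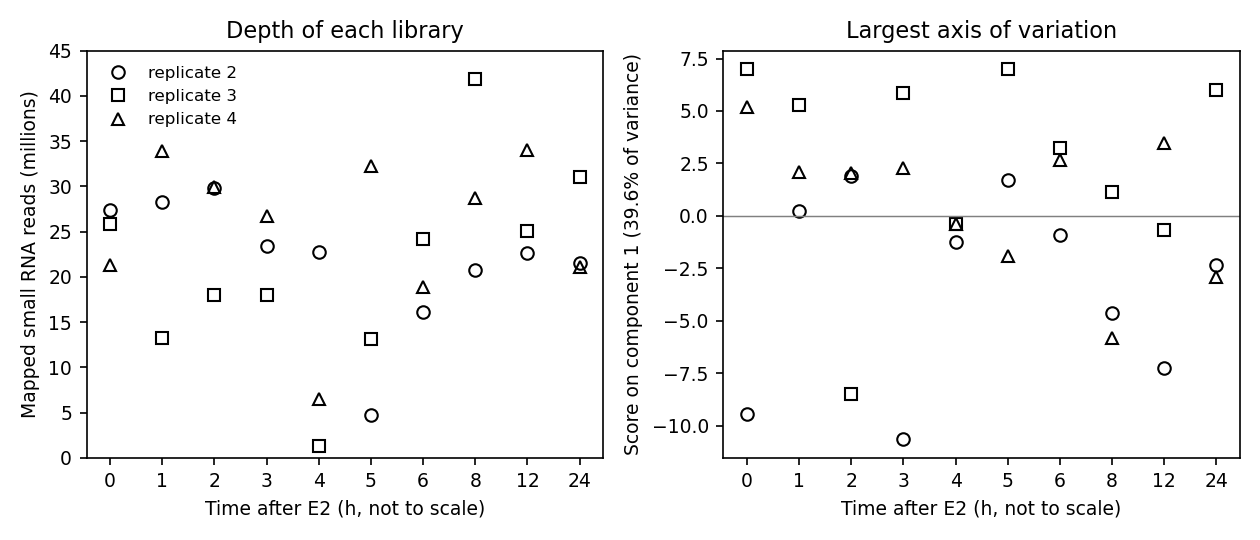
Mapped small RNA reads (left) and the score on the first principal component of log2(RPMM + 1) (right) for each of the 30 libraries, against the time after E2 in h, with 1 symbol per replicate. The 4 h library of replicate 3 is the shallowest, and the scores at time zero range from -9.42 to 6.99.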

The expression levels of selected genes and miRNAs were confirmed by RT-qPCR (Supplemental Fig. S1).

**FIGURE 1.**
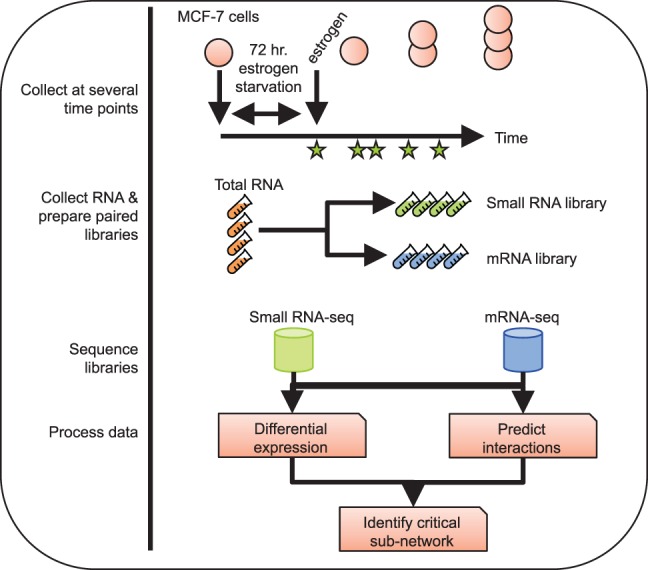
Experimental design. MCF-7 cells were cultured in stripped media for 72 h, then 10 nM E2 was added to the media. RNA was harvested at 0, 1, 2, 3, 4, 5, 6, 8, 12, and 24 h post E2, and paired small RNA and mRNA-seq libraries were generated. Each data set was subject to differential expression analysis, and interactions were predicted between miRNAs and target mRNAs.

### Dynamics of estrogen-regulated mRNAs

Differential gene expression was calculated for each time point relative to time zero. Those genes with a mean normalized expression count across the time series of at least 500, and a significant (adjusted *P*-value <0.05) greater than or equal to twofold change relative to time zero at any time during the 24 h, were considered to be estrogen-responsive. In total, 1546 genes met these criteria. Using this condensed data set, we then examined the dynamics of gene expression. By clustering the time series, we were able to stratify the 1546 genes into three temporal patterns of gene expression (Fig. 2A; Supplemental Table S2). The first class includes 468 genes that show transient induction in response to estrogen. For example, the gene encoding the forkhead transcription factor, *FOXC1*, which is an important biomarker of basal-like breast cancer (Jensen et al. 2015), is lowly expressed at time zero, exhibits a brief but significant increase in expression, and then stabilizes at a new equilibrium state ∼5 h after estrogen stimulation (Fig. 2B). Both peak times and peak widths are variable within this class. Approximately 11% of the genes in this list have previously been identified (by meta-analysis of microarray studies) to be up-regulated at ∼4 h after estrogen stimulation (Jagannathan and Robinson-Rechavi 2011). The second class includes 608 genes that exhibit overall decreases in expression over time. These “repressed” genes include *ESR1* (gene encoding ERα), *ERBB2*, *GATA3*, and *ZNF217* (Fig. 2C)—all critical genes to the etiology of breast cancer (Sørlie et al. 2001; Usary et al. 2004; Oh et al. 2006; Cohen et al. 2015). *ZNF217*, a notable member of this class of genes, is a Krüppel-like finger (KLF) protein that acts as a transcriptional regulator that amplifies the estrogen response in breast cancer (Cohen et al. 2015) and has been identified as a biomarker of poor survival in patients with Luminal A (ER+) breast tumors (Frietze et al. 2014). Approximately 40% of the genes in the repressed class were previously identified as down-regulated at 24 h after estrogen stimulation (Jagannathan and Robinson-Rechavi 2011). Finally, 470 genes are induced by estrogen stimulation. Included in this class are *TFF1* (Fig. 2D; Supplemental Fig. S1) and *CTSD* (Supplemental Fig. S1), for which there exists a detailed time course of ChIP data showing cyclic occupancy of ERα on their promoters (Shang et al. 2000; Reid et al. 2003). Approximately 56% of these genes have been previously identified as up-regulated at 24 h post-estrogen stimulation, including known breast cancer genes *BRCA1*, *BRCA2*, and *E2F1* (Suter and Marcum 2007)*.* Gene ontology (GO) analysis indicates that each of these three classes of genes is enriched for distinct functional categories (Fig. 2E–G). The transient group of genes shows enrichment for GO terms dealing with cell migration and motility (Fig. 2E), the repressed group for terms involving mammary development and differentiation (Fig. 2F), and the induced category for functions relevant to cell cycle progression (Fig. 2G). Taken together, this analysis reveals a complex and multilayered gene expression program with different temporal patterns of expression associated with distinct cellular functions.

**FIGURE 2.**
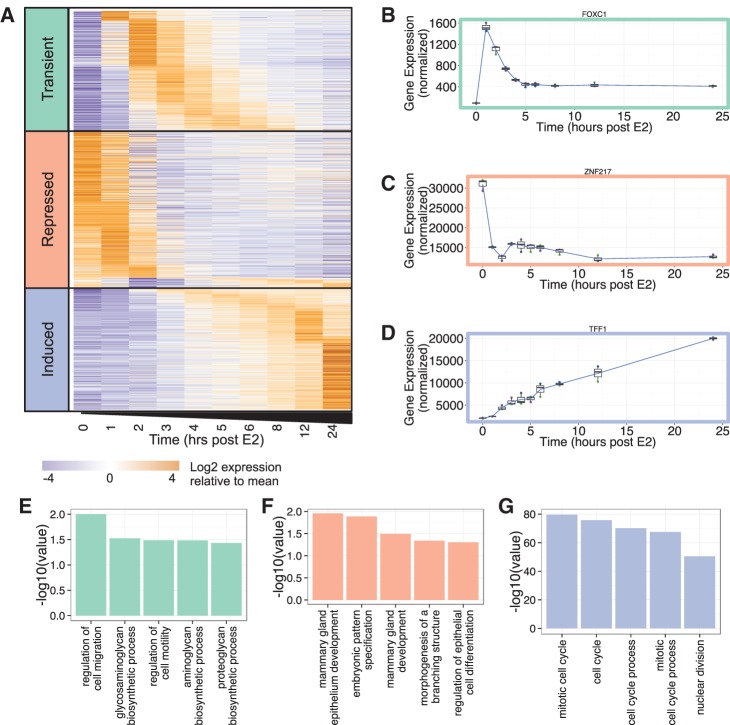
Gene expression response to estrogen stimulation. (*A*) The expression profile of 1546 mRNAs that have a significant (adjusted *P*-value <0.05) greater than or equal to twofold change at one or more time points in response to estrogen stimulation, and a mean normalized expression of at least 500 across the time series. Genes are clustered into three classes (transient, repressed, and induced). (*B*) Expression profile of *FOXC1*, an example of a transient gene. (*C*) Expression profile of *ZNF217*, an example of a repressed gene. (*D*) Expression profile of *TFF1*, an example of an induced gene. All plots show the mean of three biological replicates as a blue line with a box and whisker plot showing the variation in normalized expression among the replicates. (*E*) Selected results from Gene Ontology analysis of genes in the transient class. (*F*) Selected results from Gene Ontology analysis of genes in the repressed class. (*G*) Selected results from Gene Ontology analysis of genes in the induced class.

It is important to note that our high-resolution temporal analysis identified many estrogen-responsive genes that would have been missed had we taken a more conservative approach and examined only one or a few time points. We find that 59% (*n* = 905) of the estrogen-responsive genes exhibit greater than or equal to twofold change at three or fewer time points; furthermore, 34% (*n* = 528) of the estrogen-responsive genes exhibit greater than or equal to twofold change at only a single time point (Fig. 3A). This observation that a large proportion of estrogen-responsive genes is significantly altered at only a few time points, and not necessarily at the same time points, is evident in all three classes of response patterns (Fig. 3B). These data highlight the added value of a high-resolution temporal analysis. For example, consider nuclear corepressor 2 (*NCOR2*), which is a member of the same nuclear receptor super-family as ERα, and has been associated with early tumor recurrence in breast cancer (Smith et al. 2012). *NCOR2* is only greater than or equal to twofold up-regulated at three of the 10 time points analyzed (2–4 h post-estrogen stimulation) (Fig. 3C, adjusted *P*-value = 4 × 10^−17^ at 2 h, 1 × 10^−11^ at 3 h, 2 × 10^−9^ at 4 h post E2). A study designed to assess estrogen-responsive genes at 12 or 24 h post-stimulation would detect virtually no difference in gene expression levels of *NCOR2*. Additionally, within the repressed class, a group of genes drops significantly in expression in the first 2 h after estrogen stimulation, but then recovers at an expression level roughly 60% of the expression at time zero (Supplemental Fig. S2A). Both *GATA3* (Fig. 3D) and *ESR1* are members of this class, and these encode transcription factors that not only regulate each other (Eeckhoute et al. 2007) but also coregulate many target genes (Kong et al. 2011). *GATA3* is greater than or equal to twofold down-regulated only at 2 h post-estrogen. Nearly half of the genes in the induced class reach a greater than or equal to twofold up-regulation (adjusted *P*-value <0.05) at only a single time point (Fig. 3B). Finally, *BRIP1* (BRCA1 interacting protein C-terminal helicase 1; Fig. 3E) is an example of a gene in the induced class that is detected as differentially expressed at only three time points (all after 8 h post-estrogen stimulation). These observations demonstrate the dynamic nature of gene expression in response to estrogen and the importance of collecting and analyzing high-resolution time-series data to fully capture these dynamics.

**FIGURE 3.**
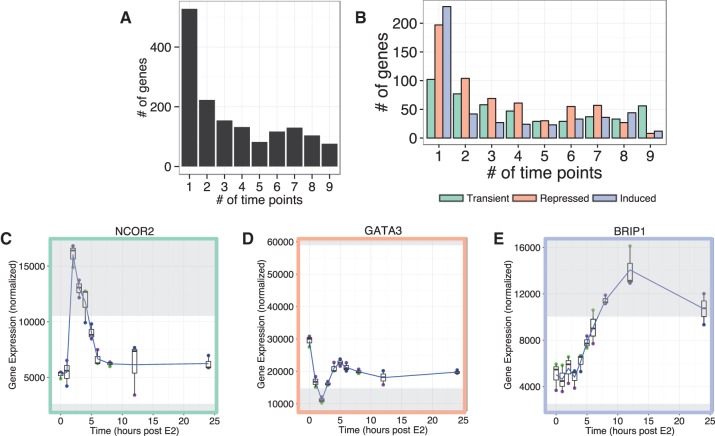
Most genes reach greater than or equal to twofold change at few and disparate time points. (*A*) The number of time points during the 24 h collection for which each of the 1546 estrogen-responsive genes reaches a greater than or equal to twofold change from time zero. (*B*) The number of time points during the 24 h collection for which genes within the three classes reach a greater than or equal to twofold change from time zero. (*C*) The expression profile of *NCOR2*, a representative gene from the transient class, reaches greater than or equal to twofold change from time zero at three of the time points. (*D*) The expression profile of *GATA3*, a representative gene from the repressed class, reaches greater than or equal to twofold change from time zero at one time point. (*E*) The expression profile of *BRIP1*, a representative gene from the induced class, reaches greater than or equal to twofold change from time zero at three of the time points. All plots show the mean of three biological replicates as a blue line with box and whisker plots showing the variation in normalized expression among the replicates, and regions greater than or equal to twofold different than time zero are shaded in gray.

We also identified two groups of genes displaying opposite temporal responses to estrogen. The first group of 170 genes displays a temporal response to estrogen similar to that of *GATA3* (Supplemental Fig. S2A). The importance of both GATA3 and ERα in regulating the estrogen response has been established (Kong et al. 2011); therefore, these 170 genes may include other members of this regulatory network, either additional coregulators of ERα or genes regulated by these transcription factors. The second group includes 118 genes that exhibit a temporal response to estrogen that is opposite of the *GATA3*-like genes (Supplemental Fig. S2B). The opposite temporal responses of these groups suggest a possible inhibitory relationship between members of the two groups. To further explore this inverse relationship, we sought to identify potential negative regulators of *ESR1* or *GATA3* within the anti-*GATA3* group. To that end we assessed the correlation between both *ESR1* and *GATA3* and genes within the anti-*GATA3* group in The Cancer Genome Atlas (TCGA) breast cancer data set (https://tcga-data.nci.nih.gov/tcga/). The transcription factor *FOXC1* (Fig. 2B), an important biomarker of basal-like breast cancer (Jensen et al. 2015), is a member of the anti-*GATA3* group and is anticorrelated with *GATA3* expression in TCGA data (Supplemental Fig. S2C; Pearson's *r* = −0.602). This analysis confirms previous findings that FOXC1 and GATA3 are involved in a switch (Supplemental Fig. S2D) between basal-like and luminal-like expression programs in breast cancer (Tkocz et al. 2011), and indicates that the high-resolution time-series data may identify novel factors that underlie this switch.

### Dynamics of estrogen-regulated miRNAs

To understand how the temporal gene expression patterns are regulated, we next sought to characterize the dynamics of miRNA expression in response to estrogen. Small RNA-seq data were processed as previously described (Baran-Gale et al. 2013) to identify robustly expressed miRNAs and their isoforms (isomiRs). Resulting miRNA counts were normalized using a reads-per-million-mapped (RPMM) transformation. 

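The miRNAs detected in MCF-7 cells were those of an epithelial line. All 5 members of the miR-200 family, which maintains epithelial identity, and all 9 members of the let-7 family had a mean of at least 50 RPMM over the 30 libraries. None of 10 markers of stroma and muscle, such as miR-143-3p, miR-145-5p and miR-199a-3p, reached this level, nor did miR-122-5p, the marker of liver. Of 9 markers of blood cells only miR-486-5p did, with a mean of 630 RPMM. The endothelial markers miR-126-3p and miR-126-5p stood at 140 and 54.5 RPMM.
The deposited table lists 4247 mature miRNAs and isomiRs, of which 3153 are isomiRs with a shifted 5′ end, and 571 to 2037 of them were above 0 in a library. The threshold of 50 RPMM left 308, among them 196 mature sequences once shifted isomiRs and further loci of a sequence were set aside. With a mean of at least 50 RPMM required at every time the number was 273.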

We detected 308 miRNAs with a mean expression of at least 50 RPMM across all samples (Supplemental Table S3). 

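miR-21-5p, an oncogenic miRNA of many carcinomas, was the most abundant miRNA at a mean of 114378 RPMM, and it took 15.7% ± 3.63 of all RPMM (SD, n = 30 libraries). Its share ranged from 10.2% to 23.8% between libraries. miR-200c-3p, which represses the ZEB transcription factors, took 4.48% ± 1.07, and miR-93-5p of the miR-106b-25 cluster took 3.72% ± 0.623. The 12 let-7 loci together took 29.2% ± 3.39. As single loci, Let-7b-5p at 29108 RPMM and Let-7i-5p at 22388 RPMM were the highest. The reads of let-7a and let-7f are split over several loci, so this is an order of loci and not of mature sequences. The 10 most abundant entries, with loci counted separately, took 45.4% ± 3.01 of all RPMM.
In GRCh37, MIR21 lies on chromosome 17 from 57918627 to 57918698 (plus strand), MIR200C on chromosome 12 from 7072862 to 7072929 (plus strand) and MIR93 on chromosome 7 from 99691391 to 99691470 (minus strand). Loci of a let-7 member with the same mature sequence share their reads, so that the values of single loci are uncertain. At 24 h the share of miR-21-5p was 13.1% ± 0.744 (SD, n = 3) against 18.0% ± 5.74 at time zero, and its log2 fold change of -0.50 (standard error 0.28) did not pass the test (adjusted p = 0.981, limma). Neither miR-200c-3p (ratio 0.914, adjusted p = 0.981, limma) nor miR-93-5p (ratio 1.08, adjusted p = 0.981, limma) passed it.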

Consistent with previous studies of MCF-7 cells (Bhat-Nakshatri et al. 2009), among the most highly expressed miRNAs in the data set are miR-21-5p, miR-200c-3p, the let-7 family, and miR-93-5p.

To identify estrogen-responsive miRNAs, the expression of each miRNA was normalized to the mean of the three replicates at time zero. 

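The miRNAs that passed the test after E2 were all higher than at time zero. At 4 h they were miR-503 and miR-424-3p, which share a primary transcript, and the paralogs miR-196a-1-5p and miR-196a-2-5p of the HOX clusters. At 12 h and at 24 h miR-1247-5p passed as well, which made 5. Other settings also called lower miRNAs. With sample weights 33 passed at 4 h, of which 11 were higher, and 61 at 24 h, of which 24 were higher. The fit of these weights did not converge, and they ranged from 0.252 to 5.04 within time zero alone, so these counts are uncertain. Without a filter 3 passed at 4 h, of which 1 was higher, and 7 at 24 h, of which 6 were higher. That setting takes in miRNAs under a mean of 50 RPMM. In the 4 h library of replicate 3 no value above 0 lay under 8.331 RPMM. With the first principal component as a covariate, chosen after seeing the data, 7 passed at 24 h, of which 6 were higher. Of the 10 miRNAs shown in Fig. 4A, 4 were higher at 4 h and 5 at 24 h (6 and 7 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples). The others did not pass the test at any time after adjustment: miR-652-3p had a ratio of 1.86 at 24 h (adjusted p = 0.306, limma), miR-181c-5p a ratio of 1.61 at 6 h (adjusted p = 0.910, limma), and miR-190a a ratio of 0.541 at 6 h (adjusted p = 0.800, limma). Let-7i-5p-1, an isomiR of let-7i, had a ratio of 1.57 at 24 h (adjusted p = 0.472, limma), and miR-1268b a ratio of 0.542 at 12 h (adjusted p = 0.992, limma).
By time, limma called 0 of 308 miRNAs at 1 h and at 2 h (0 and 2 at an unadjusted p under 0.05), 1 at 3 h, 4 at 4 h, 2 at 5 h, 2 at 6 h, 4 at 8 h, 5 at 12 h and 5 at 24 h. With the replicate number as a block, 3 were called at 6 h, 3 at 8 h and 4 at 24 h, and the other times were as before. A ratio of at least 1.5 in either direction with an unadjusted p of at most 0.05 at the same time was met by 21 miRNAs, including the 10 of Fig. 4A, and a ratio over 2 by 6, namely miR-503, miR-424-3p, miR-424-5p, miR-1247-5p and both miR-196a paralogs. With the time labels of the libraries permuted, the rule of 1.5 gave a median of 64 miRNAs, and of 40 when they were permuted within replicates. Without the time zero library of replicate 2, 79 miRNAs met it and 40 the rule of 2, and without the shallowest library 39 met the former.
The count at 4 h was 1, miR-424-3p, without the time zero library of replicate 4 or without the 4 h library of replicate 3 or 4, and 3 without the time zero library of replicate 3. The count at 24 h was 3, namely miR-503, miR-424-3p and miR-1247-5p, without the time zero library of replicate 3 or 4 or the 24 h library of replicate 2 or 4. It was 4, without miR-196a-1-5p, when any 1 of 10 further libraries was left out. Within passage 9 (replicates 2 and 3) the counts were 0 at 4 h and 3 at 24 h. Fits within passage 9, here and below, leave out replicate 4 and keep 2 libraries per time. A call lost in them cannot be told from a loss of power, so they do not show an effect of passage.

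**Figure D2:**
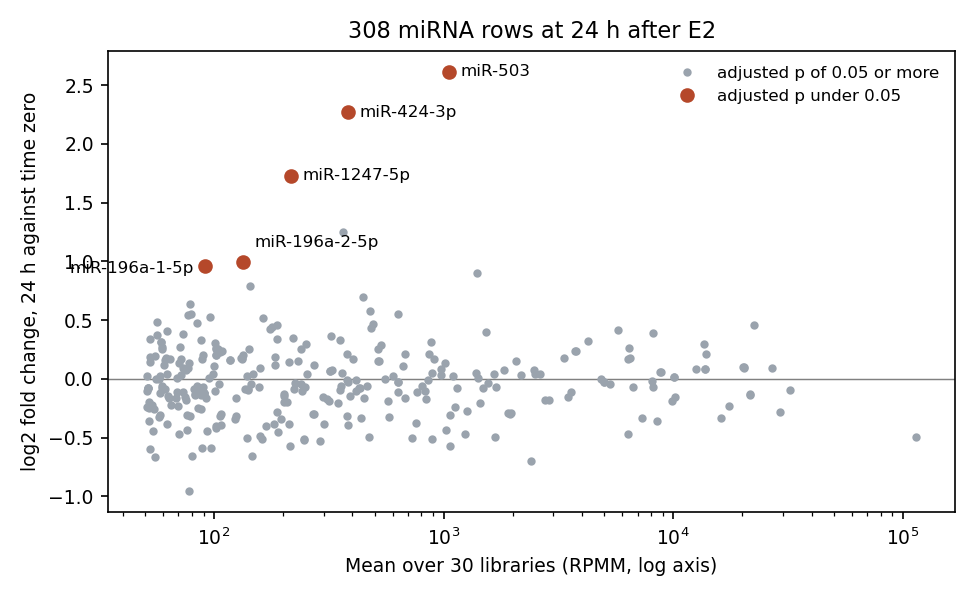
Each point is 1 of the 308 miRNAs, with its mean RPMM over 30 libraries on a log axis and its log2 fold change at 24 h against time zero. The 5 named points passed an adjusted p of 0.05, and all of them lie above 0.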

Of the 308 expressed miRNAs, 10 exhibited a fold change of at least 1.5 (uncorrected *P*-value ≤0.05) at some time point during the 24 h (Fig. 4A), and five miRNAs had a fold change greater than two (uncorrected *P*-value ≤0.05; miR-503, miR-424-3p, miR-1247-5p, miR-196a-1-5p, and miR-196a-2-5p). 

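miR-503 is grouped here with the miR-15/16 seed family, which represses cyclins. It was higher than at time zero at each time from 4 h on, and its mean was highest at 24 h. It stood at 474 ± 56.7 RPMM at time zero (SD, n = 3), at 1424 ± 70.0 RPMM at 12 h and at 2924 ± 510 RPMM at 24 h. The ratio to time zero was 3.00 at 12 h and 6.16 at 24 h. At 24 h the log2 fold change was 2.61 (standard error 0.23, adjusted p = 3.54e-09, limma), and miR-503 was higher in 3 of 3 replicate pairs. The rise from 12 h to 24 h was the only change between consecutive times that passed the test (adjusted p = 0.0359, limma). No such change passed it without any 1 replicate, with quantile normalization or with a mean of at least 10 RPMM as the filter, and 25 of 100 permutations of the time labels gave at least 1.
The hairpin MIR503 lies on chromosome X of GRCh37 from 133680358 to 133680428 on the minus strand. The annotation places it in intron 1 of the transcripts MIR503HG-201, MIR503HG-202 and MIR503HG-203 of the noncoding gene MIR503HG, and the end of the hairpin overlaps exon 1 of MIR503HG-207. Of the 7 measured members of the miR-15/16 seed family, miR-503 alone was higher at 24 h (2 when adjusted over the list alone, with miR-424-5p). The other members did not pass the test. Apart from miR-424-5p their ratios ran from 0.966 for miR-16-2-5p, the most abundant, to 1.26 for miR-15b-5p. No set test is given for this family, since it holds miR-503, the miRNA the study singled out in these libraries. Within passage 9 the log2 fold change of miR-503 at 24 h was 2.46 (adjusted p = 0.000105, limma).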

The miRNA with the highest fold change following estrogen stimulation is miR-503 (Fig. 4B), with an approximately sixfold increase by 24 h post-estrogen stimulation. 

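miR-424-3p was the only miRNA that passed the test at 3 h. It went from 139 ± 30.8 RPMM at time zero (SD, n = 3) to 330 ± 92.6 RPMM at 3 h, 491 ± 158 RPMM at 4 h and 669 ± 119 RPMM at 24 h. The ratio to time zero was 2.38 at 3 h (adjusted p = 0.0401, limma), 3.53 at 4 h and 4.82 at 24 h. The log2 fold change was 1.79 at 4 h (standard error 0.27, adjusted p = 0.000206, limma) and 2.27 at 24 h (standard error 0.27, adjusted p = 1.6e-06, limma), and miR-424-3p was higher in 3 of 3 replicate pairs at both times. Within passage 9 the log2 fold change was 1.38 at 4 h (adjusted p = 0.106, limma) and 1.96 at 24 h (adjusted p = 0.00145, limma).
Of the 10 mature miRNAs of the cluster of miR-424 and miR-503, 4 had a mean of at least 50 RPMM. Of these 2 were higher at 4 h and 2 at 24 h, miR-503 and miR-424-3p both times (2 and 4 when adjusted over the list alone). miR-542-3p had a ratio of 1.70 at 24 h (adjusted p = 0.765, limma). No set test is given for the cluster, for the same reason as for the seed family of miR-503. Downstream of MIR503 on chromosome X of GRCh37, MIR542 lies from 133675371 to 133675467, 4890 bases away, and MIR450A2, MIR450A1 and MIR450B start 5720, 5896 and 6065 bases away, all on the minus strand. The annotation used here gives no position for MIR424.

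**Figure D3:**
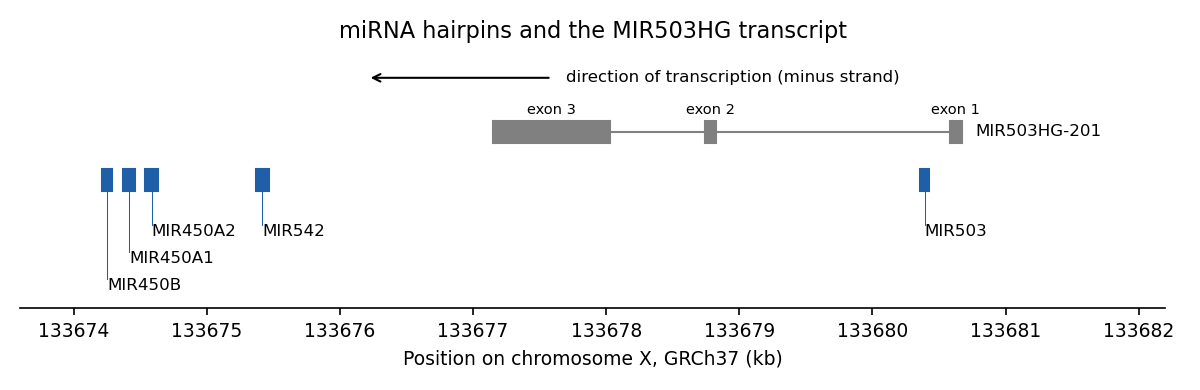
Map of chromosome X (GRCh37, position in kb) with the hairpins as blue boxes and the exons of the transcript MIR503HG-201 as grey boxes, drawn to scale. MIR503 lies between exon 1 and exon 2, and MIR542 and the MIR450 hairpins lie beyond exon 3 in the direction of transcription.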

Interestingly, the second-most strongly increased miRNA is miR-424-3p (Fig. 4C), which is encoded on the same primary transcript as miR-503. Although literature corresponding to miR-424 usually refers to miR-424-5p, in our data miR-424-3p is more consistently expressed across replicates, has a higher mean expression across the time series, and has a greater fold increase than miR-424-5p. miR-1247-5p exhibits a threefold increase in response to estrogen stimulation, and both paralogs of miR-196a-5p (Fig. 4D) are approximately twofold increased by 4 h after estrogen stimulation.

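Both arms of miR-424 are processed from the same hairpin. Their mean levels did not differ beyond the spread between libraries, and miR-424-3p alone passed the test after E2. miR-424-5p passed it at 24 h with sample weights (adjusted p = 0.0429, limma), whose fit did not converge. As an alternative chosen after seeing the data, it also passed with the first principal component as a covariate (adjusted p = 4.73e-05, limma). That covariate was computed from all 308 miRNAs, miR-424-5p included. The residuals of miR-424-5p correlated with the component at 0.921, so the fit in large part restates this correlation. At each of 3, 4, 5, 6, 8 and 12 h the 3p arm rose more in 3 of 3 replicate pairs, by 1.18 to 1.61 on the log2 scale on average, and by 1.18 with an SD of 0.30 at 3 h. A test over all 10 times did not pass: the log2 difference of the arms varied with time at a permutation p of 0.0659 (within replicates, 30 libraries, a test added after seeing the data), and at 0.0861, 0.326 and 0.273 without replicate 2, 3 and 4. Over the 30 libraries miR-424-3p had a mean of 382 RPMM and miR-424-5p of 363 RPMM, and the 3p arm was the higher in 17 of 30 libraries (mean log2 difference 0.04, permutation p = 0.817, two-sided). That test takes the libraries as independent, although they come from 3 plates. The mean of the 3p arm was the lower at time zero (139 against 316 RPMM) and the higher at 4 h (491 against 319 RPMM), so the average over all times can cancel opposite differences. The coefficient of variation of the 3 replicates was 21.2% for miR-424-3p and 37.8% for miR-424-5p on average over the 10 times, and the 5p arm had the higher one at 8 of 10 times (exact sign-flip permutation test, two-sided, p = 0.0195). The 10 times share 3 plates and are not independent, so this p is too small: replicate 3 had the highest miR-424-5p at 8 of 10 times. miR-424-5p stood at 315.9 ± 181.9 RPMM at time zero (SD, n = 3), at 319 ± 73.1 RPMM at 4 h and at 677 ± 206 RPMM at 24 h. Its log2 fold change at 24 h was 1.251 (standard error 0.46, adjusted p = 0.472, limma), that is 1.02 below that of miR-424-3p, with an SD of 1.28 over 3 replicate pairs, of which 2 had the larger rise in the 3p arm. At 4 h its log2 fold change was 1.61 below that of miR-424-3p, with an SD of 1.35 over the pairs. From 1 h to 12 h the ratio of miR-424-5p to time zero lay between 0.724 and 1.24, and from 3 h to 12 h that of miR-424-3p lay between 2.38 and 3.66.
miR-1247-5p rose from 130 ± 1.96 RPMM at time zero to 258 ± 37.1 RPMM at 12 h and 439 ± 99.2 RPMM at 24 h (SD, n = 3). The rise was not steady, with 267 ± 71.4 RPMM at 6 h and 150 ± 22.8 RPMM at 8 h (ratio 1.16, adjusted p = 0.968, limma). The ratio at 24 h was 3.38, with a log2 fold change of 1.73 (standard error 0.25, adjusted p = 3.17e-05, limma). At 4 h the ratio was 1.71 (adjusted p = 0.345, limma), and within passage 9 the log2 fold change at 24 h was 1.83 (adjusted p = 0.00145, limma). miR-196a-1-5p and miR-196a-2-5p lie in the HOXB and HOXC clusters, with MIR196A1 on chromosome 17 of GRCh37 from 46709852 to 46709921 (minus strand) and MIR196A2 on chromosome 12 from 54385522 to 54385631 (plus strand). miR-196a-1-5p rose from 52.9 ± 5.00 to 115 ± 23.9 RPMM at 4 h, a ratio of 2.18 (adjusted p = 0.0166, limma), and miR-196a-2-5p from 80.4 ± 10.6 to 171 ± 34.8 RPMM, a ratio of 2.13 (adjusted p = 0.0166, limma). At 24 h the ratios were 2.01 (adjusted p = 0.0425, limma) and 2.05 (adjusted p = 0.0226, limma), and with the replicate number as a block miR-196a-1-5p did not pass the test at 24 h (adjusted p = 0.0535, limma). The paralogs share their mature sequence, so reads were split between them and they are not independent. Their sum rose from 133 ± 15.1 to 287 ± 58.7 RPMM at 4 h and was 271 ± 75.1 RPMM at 24 h.
Without replicate 2 the mean log2 difference of the arms was -0.23, and the difference in coefficient of variation was 5.64 percentage points without replicate 3 (exact sign-flip permutation test, p = 0.486), 14.8 without the shallow 4 h library (p = 0.0508, exact) and 25.9 within passage 9 (p = 0.00195, exact). The times share plates, so these p are too small as well. Within passage 9 only the plates of replicates 2 and 3 are left. Replicate 3 had the highest miR-424-5p at 8 of 10 times and replicate 2 at 0, so that p may restate a lasting difference between these plates. The miR-196a calls at 4 h were lost without the time zero library of replicate 4 (adjusted p = 0.125 for both, limma), the 4 h library of replicate 3 (0.0724) or replicate 4 (0.195), and those at 24 h without the time zero library of replicate 3 (0.0876 for miR-196a-1-5p and 0.0637 for miR-196a-2-5p) or replicate 4 (0.282 and 0.224) or the 24 h library of replicate 2 (0.453 and 0.336) or replicate 4 (0.208 and 0.127). The call of miR-196a-1-5p at 24 h was also lost without the time zero library of replicate 2 (0.120) or the 4 h library of replicate 3 (0.0516), and without the 1 h library of any replicate, the 2 h library of replicate 3, the 6 h library of replicate 2 or 3, the 8 h library of replicate 3 or the 12 h library of replicate 2, each of which left 4 miRNAs called at 24 h. Within passage 9, that is without replicate 4, neither paralog passed the test at 4 h (adjusted p = 0.995, limma) or 24 h (adjusted p = 0.878, limma).

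**Figure D4:**
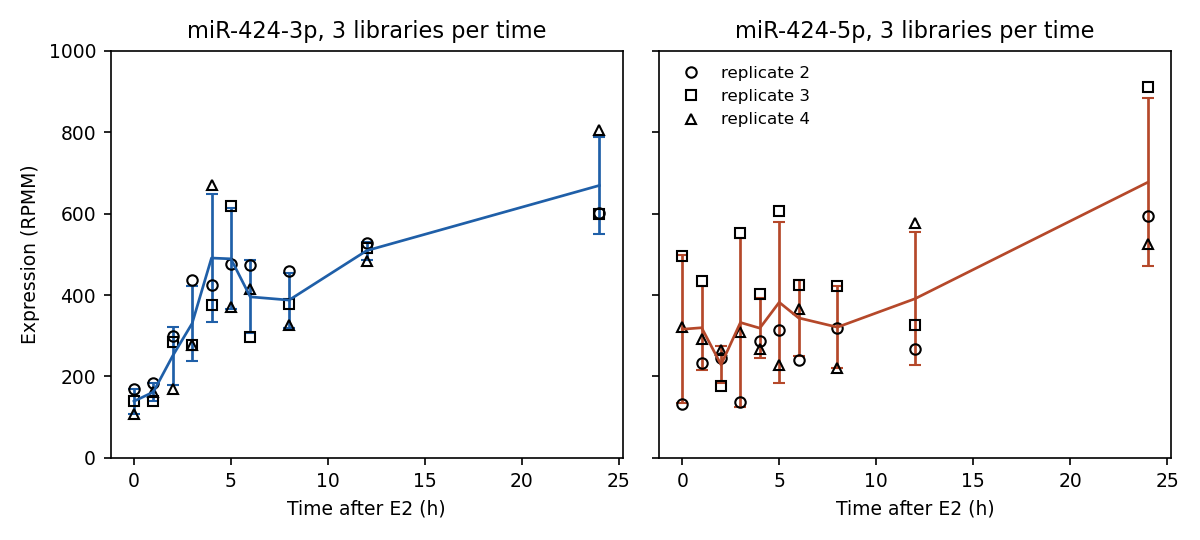
RPMM of miR-424-3p (left) and miR-424-5p (right) against the time after E2 in h. Symbols are the 3 libraries of a time by replicate, lines join their means and bars are SD. The bars of miR-424-5p are wide at 0, 3, 5, 12 and 24 h, and the mean of miR-424-3p is above its mean of 330 RPMM at 3 h at each time from 4 h on.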

**FIGURE 4.**
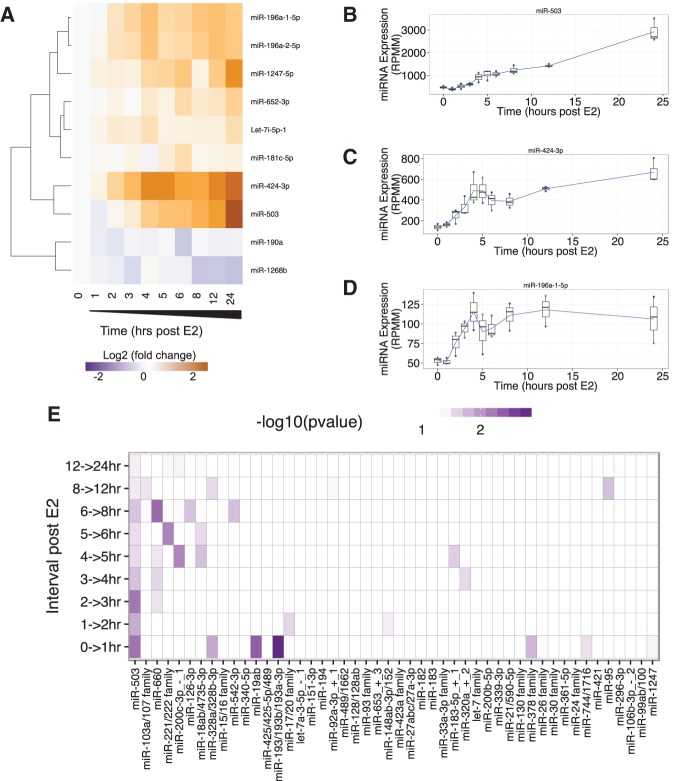
miRNA expression response to estrogen stimulation. (*A*) The expression profile of 10 miRNAs that have a ≥1.5 mean fold change of at least one time point in response to estrogen stimulation and a mean normalized expression of at least 50 RPMM. The expression profiles of miRNAs were clustered using a hierarchical clustering method. (*B*) Expression profile of the strongest responding miRNA, miR-503. (*C*) Expression profile of miR-424-3p. (*D*) Expression profile of miR-196a-1-5p. All plots (*B*–*D*) show the mean of three biological replicates as a blue line with box and whisker plots showing the variation in normalized expression among the replicates. (*E*) This plot shows the −Log_10_(uncorrected *P*-value) of enrichment for each miRNA family among the genes that is characteristic of the change in expression between each time interval. miRNA families on the *x*-axis are sorted by decreasing significance (sum across all time intervals).

### Computational prediction of miRNA–mRNA regulatory interactions

We next explored the potential regulatory interactions between miRNAs and mRNAs in the temporal response to estrogen using our previously published miRNA target site enrichment algorithm, miRhub (Baran-Gale et al. 2013). miRhub identifies candidate master miRNA regulators by identifying those miRNAs that are predicted to target and regulate a gene set of interest significantly more than expected by chance. We sought to not only identify potential miRNA–mRNA regulatory interactions throughout the entire time course but to determine the specific time points at which these interactions were most significant. To do this, we used the characteristic directions method (Clark et al. 2014) to identify the sets of genes whose combined expression best distinguish the expression profiles between consecutive time points (Supplemental Table S4). We then assessed all expressed miRNA families to determine whether any are candidate “master regulators” of these sets of “characteristic genes.” Using this approach, miR-503 consistently emerged as the most significant candidate master miRNA regulator (Fig. 4E). It was particularly prominent at time points 1, 2, 3, and 4 h post-treatment. Thus, miR-503 is both the most estrogen-responsive miRNA as well as the miRNA with the largest predicted impact on the dynamic gene expression response to estrogen.

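Ranked by the ratio at 24 h, miR-503 stood first of the 308 miRNAs and miR-424-3p second. At 4 h miR-424-3p stood first, and miR-503 came after both miR-196a paralogs. Of the mature members of the miRNA families in Fig. 4E, 53 of 57 had a mean of at least 50 RPMM, and 1 was higher at 4 h and 2 at 24 h, miR-503 both times and miR-1247-5p at 24 h (1 and 2 when adjusted over the list alone). miR-489, from an intron of the calcitonin receptor gene, had a ratio of 1.57 at 24 h (adjusted p = 0.810, limma), and miR-340-5p a ratio of 0.796 (adjusted p = 0.981, limma). As a set, these families did not stand apart from the other miRNAs at 4 h (camera, preset correlation, adjusted p = 0.630) or 24 h (camera, preset correlation, adjusted p = 0.328). The set holds miR-503 and miR-1247-5p, which the study singled out in these libraries. Fig. 4E ranks families by target sites in mRNAs and not by their own change, so this test has no bearing on that ranking.
The paper joins 2 lines of data here. It takes the largest fold change after E2 in the small RNA libraries (Fig. 4B), and the enrichment of predicted target sites among the mRNAs that distinguish consecutive times (Fig. 4E), in which the miR-503 family ranks first. From both it concludes that miR-503 is the miRNA that responds most to estrogen and has the largest predicted impact on the expression response. The mRNA and target enrichment data were not analysed here.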

Following our identification of miR-503 as a potential master regulator of the estrogen response, we next sought to identify potential targets of miR-503. Our miRNA target site enrichment analysis revealed 28 genes that are predicted targets of miR-503 (Fig. 5A). One of the predicted targets, *CCND1* (Fig. 5B), has already been validated as a target of miR-503 and the repression of *CCND1* by miR-503 has been reported to inhibit proliferation in breast cancer cell lines (Long et al. 2015). Another predicted target, *ZNF217* (Fig. 5C), has not been reported as a miR-503 target but was recently identified as both a biomarker and an oncogene in breast cancer (Cohen et al. 2015). As a final example, *RET* (Fig. 5D) is a proto-oncogene that is reported to be transcriptionally up-regulated in numerous human cancers (Plaza-Menacho et al. 2014). Other genes within the list of potential miR-503 targets provide potentially interesting insights into the estrogen response regulatory network in breast cancer and warrant further study (Fig. 5A).

**FIGURE 5.**
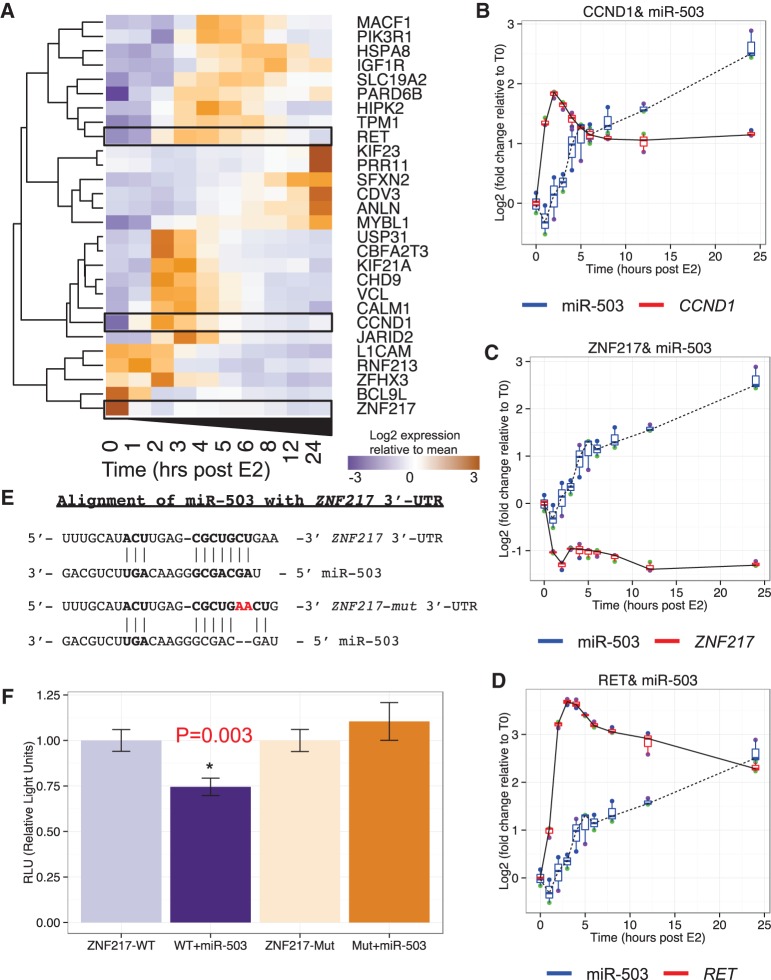
Potential miR-503 targets. (*A*) The expression profile of 28 miR-503 targets mRNAs that are characteristic of the difference in gene expression between consecutive time points. The expression profiles of miRNAs were clustered using a hierarchical clustering method. (*B*) Expression profile of miR-503 and validated target, *CCND1*. (*C*) Expression profile of miR-503 and predicted target, *ZNF217*. (*D*) Expression profile of miR-503 and predicted target, *RET.* All plots (*B*–*D*) show the mean of three biological replicates as a blue line with box and whisker plots showing the variation in log_2_ (fold change) between replicates. (*E*) miR-503 target site in the *ZNF217* 3′-UTR. A dual-luciferase reporter was used to validate the response of *ZNF217* to miR-503. The reporter was mutated by inserting two A's (red) to disrupt the seed region binding of miR-503. (*F*) Response of the *ZNF217* reporter and mutant reporter with and without 10 nM miR-503 mimic. Significance assessed using a Student's *t*-test.

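In the small RNA libraries the level of miR-503, which the panels set beside its targets, did not pass the test against time zero in the first 3 h. It was 391 ± 66.3 RPMM at 1 h (SD, n = 3), 519 ± 123 RPMM at 2 h and 604 ± 60.8 RPMM at 3 h, with adjusted p = 0.998, 0.997 and 0.990 from limma. It was 1043 ± 232 RPMM at 5 h (ratio 2.20, adjusted p = 0.00622, limma), 1060 ± 118 RPMM at 6 h (ratio 2.23, adjusted p = 0.00374, limma) and 1227 ± 194 RPMM at 8 h (ratio 2.59, adjusted p = 0.000717, limma).
The gene ZNF217 lies on chromosome 20 of GRCh37 from 52183610 to 52226446 on the minus strand. Its miR-503 site, the 24 bases TTTGCATACTTGAGCGCTGCTGAA, was found at 52185491 to 52185514, in the 3′ UTR of the transcript ZNF217-202, which is 2220 bases long. The match to the seed of miR-503, CGCTGCT, lies at 52185494 to 52185500 and is the only one in this 3′ UTR. With 30 bases on either side, the strand of the transcript reads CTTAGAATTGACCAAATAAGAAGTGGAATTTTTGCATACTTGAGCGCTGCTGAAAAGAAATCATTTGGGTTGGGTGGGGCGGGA.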

Among these predicted miR-503 targets, *ZNF217* is of particular interest because of its known mechanistic role in the estrogen response. ZNF217 binds to many of the same promoters as the three transcription factors that coordinate the overall response to estrogen stimulation (ERα, GATA3, and FOXA1) (Kong et al. 2011; Frietze et al. 2014). Additionally, the C terminus of ZNF217 physically binds to the hinge domain of ERα and enhances recruitment of ERα to EREs (Nguyen et al. 2014). We carried out ChIP-X enrichment analysis (ChEA) (Chen et al. 2013) and found that ZNF217 binding sites are overrepresented in estrogen-responsive genes in our data set (Supplemental Fig. S3). During the first 4 h post-estrogen treatment, the behavior of *ZNF217* bears a strong resemblance to that of *GATA3*. However, unlike *GATA3*, *ZNF217* fails to recover from greater than twofold repression and remains twofold down-regulated for the rest of the time course. In fact, the first time point that *ZNF217*’s fold difference in expression deviates from that of *GATA3* is at 4 h post-estrogen stimulation. 

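At 4 h after E2 miR-503 stood at 916 ± 211 RPMM (SD, n = 3), a ratio of 1.93 to time zero. The log2 fold change was 0.93 (standard error 0.23, adjusted p = 0.0271, limma), and miR-503 was higher in 3 of 3 replicate pairs. The change at 24 h was larger than that at 4 h by 1.69 on the log2 scale (standard error 0.23, adjusted p = 2.13e-05, limma). miR-503 was the only one of the 308 miRNAs for which this difference passed the test, and miR-1247-5p came next (0.97, adjusted p = 0.113, limma).
The call at 4 h was lost without the time zero library of replicate 3 (log2 fold change 0.85, adjusted p = 0.208, limma) or replicate 4 (0.92, adjusted p = 0.125), or without the 4 h library of replicate 3 (0.90, adjusted p = 0.128) or replicate 4 (0.77, adjusted p = 0.327). Within passage 9, that is without replicate 4, the log2 fold change was 0.76 (adjusted p = 0.995, limma).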

At that same time point (hour 4), miR-503 reaches an approximately twofold increase relative to time zero. Taking together these compelling observations with the etiological relevance of ZNF217 to breast cancer, we selected *ZNF217* as a potential target of miR-503 for further investigation.

### The role of miR-503 and *ZNF217* in cellular proliferation and breast cancer

To validate the repression of *ZNF217* by miR-503, we carried out 3′-UTR reporter gene assays. Specifically, we cotransfected miR-503 in MCF-7 cells with dual-luciferase expression vectors containing a Renilla luciferase reporter gene (internal control) and a Firefly luciferase reporter gene linked to either the wild-type *ZNF217* 3′-UTR or a mutated version of the *ZNF217* 3′-UTR reporter with two adenosines inserted between the bases opposite of nucleotides 3 and 4 in the predicted miR-503 target site (Fig. 5E). This mutation abolishes the perfect match to the miR-503 seed region, and therefore is expected to compromise the efficacy of miR-503 targeting. We found that miR-503 significantly (*P* = 0.003) reduces the relative levels of the wild-type *ZNF217* 3′-UTR reporter, whereas the mutation in the miR-503 target site rescues this effect completely (Fig. 5F). Additionally, overexpression of miR-503 in MCF7 cells resulted in significant repression (∼30% loss, *P* = 0.026) of ZNF217 protein at 48 h after transfection (Supplemental Fig. S4). Together, these results indicate that miR-503 represses *ZNF217* in MCF-7 cells via direct targeting of its 3′-UTR. Furthermore, ZNF217 has a demonstrated role in promoting proliferation in several models of breast cancer. Specifically, silencing of *ZNF217* results in reduced proliferation in several breast cancer cell lines (including MCF-7), and overexpression of *ZNF217* increases proliferation in the same cell lines as well as in xenograft tumors (Thollet et al. 2010). The established role of *ZNF217* as an oncogene combined with these findings strongly support miR-503 as a candidate tumor suppressor in breast cancer.

The role of miR-503 in opposing proliferation has been very recently investigated in breast cancer (Long et al. 2015; Polioudakis et al. 2015), prostate cancer (Guo et al. 2015), and osteosarcoma (Chong et al. 2014). One previous study in MCF-7 cells demonstrated that overexpression of miR-503 was able to inhibit cell cycle progression through repression of *CCND1* (Long et al. 2015). Based on our findings that miR-503 targets *ZNF217*, which promotes cell cycle progression (Li et al. 2014), we hypothesized that the anti-proliferative effect of miR-503 resulted from a G1 arrest. To test this prediction, we transiently transfected MCF-7 cells with miR-503 mimic (50 nM). Cells were pulsed for 2 h with EdU and fixed at 48 and 72 h after transfection. For each cell, the total EdU signal was plotted against the total DNA signal, and cell cycle stage was assigned. We found that MCF-7 cells transfected with miR-503 have a significantly reduced percentage of cells in S phase compared to mock transfection (Supplemental Fig. S5A). This observation was observed at both 48 h (*P*-value = 0.01) and 72 h (*P*-value = 0.03) after transfection with miR-503 (Supplemental Fig. S5B). We validated the anti-proliferative effect of miR-503 by showing a reduced amount of Ki67 protein (Supplemental Fig. S6).

Furthermore, data from patient cohorts confirm that low expression of *ZNF217* (Supplemental Fig. S7A; Győrffy et al. 2009; Frietze et al. 2014) and high expression of miR-503 (Supplemental Fig. S7B; Antonov 2011; Lyng et al. 2012; Antonov et al. 2013) in breast cancer is significantly associated with improved survival (*P* = 0.038 for *ZNF217* and *P* = 0.000437 for miR-503). Together, these data confirm that miR-503 inhibits proliferation in MCF-7 cells, and that the oncogene *ZNF217* is a novel target of miR-503. These findings motivate further mechanistic studies to determine the extent to which the anti-proliferative role of miR-503 is mediated through suppression of *ZNF217*.

## DISCUSSION

An extensive body of literature exists detailing the importance of ERα in breast cancer, both as a biomarker of cancer severity and as a therapeutic target. Additional studies have highlighted the importance of various miRNAs in the etiology of breast cancer (Bhat-Nakshatri et al. 2009). In this study, we provide the first detailed high-throughput sequencing time course of paired mRNA and miRNA expression in response to estrogen stimulation in MCF-7 cells. These data have provided a wealth of insight into the dynamics of the estrogen response. We observe similar temporal responses for genes that encode the transcription factors previously reported to be involved in positive feedback loops (ERα and GATA3; Eeckhoute et al. 2007) and opposite temporal responses for genes encoding transcription factors reported to inhibit each other (GATA3 and FOXC1; Tkocz et al. 2011). These temporal relationships allow us to make inferences about the estrogen-stimulated regulatory network and enhance our understanding of the timing of the cascade of signaling stimulated by estrogen in breast cancer.

This study is one of the few to investigate the temporal response of RNAs to stimuli in breast cancer, and is the first sequencing based study to investigate the matched temporal response of coding and noncoding RNAs to estrogen stimulation in breast cancer. A previous study used microarrays to investigate the response of genes and miRNAs to estrogen stimulation (Cicatiello et al. 2010) but, interestingly, did not identify miR-503 as a significantly expressed miRNA. This discrepancy underscores the importance of using high-throughput sequencing and fine-grained time resolution to study the dynamics of gene expression.

Estrogen stimulation induces a dynamic and varied response in 1546 mRNAs and 10 miRNAs. The transient class of estrogen-stimulated mRNAs contains genes that peak for various lengths of time and at different time points following estrogen stimulation (Fig. 6A). Such behavior may be due to an incoherent feed-forward loop architecture, wherein both a target gene and its repressor are activated leading to a pulse in gene expression (Alon 2007). The repressed category also exhibits significant variation, with a large group of genes behaving similarly to *GATA3* (an initial drop in expression followed by a recovery at a new baseline expression level). Finally, the induced class of estrogen-responsive mRNAs appears to either continually increase throughout the experiment as *TFF1* (Fig. 2D) or level off at some new higher expression level. Among the estrogen-responsive miRNAs, miR-503 emerges as the most strongly responsive miRNA, though others that are greater than twofold changed (miR-424-3p, miR-1247-5p, miR-196a-1-5p, and miR-196a-2-5p) warrant further investigation as well.

**FIGURE 6.**
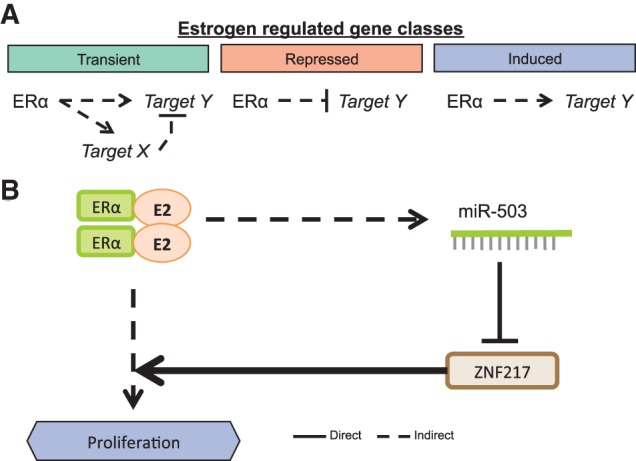
Summary. (*A*) Potential mechanism behind regulation of the three classes of estrogen-responsive genes. (*B*) Summary mechanism showing the interaction of the estrogen-responsive genes *ESR1* and *ZNF217* and the estrogen-responsive miRNA miR-503.

Interestingly, we also noted that a group of transient mRNAs has the exact opposite expression pattern to the *GATA3*-like group of repressed mRNAs (an initial increase followed by a reversion to a lower but still up-regulated expression level). A representative example of this group is *FOXC1* (Fig. 2B), an important regulator of Basal-like breast cancer and a repressor of *GATA3* (Tkocz et al. 2011). *FOXC1* and *GATA3* appear to be involved in a double-negative-feedback loop (mutual inhibition) that may influence the transition between luminal-like and basal-like tumor phenotypes (Supplemental Fig. 2D). Tkocz and colleagues showed that knockdown of *GATA3* in luminal cells resulted in the expression of basal-like markers and cell morphology, while knockdown of *FOXC1* in basal-like cells resulted in the expression of luminal markers and cell morphology (Tkocz et al. 2011). It is interesting to observe this pulse in a master regulator of the basal-like phenotype in response to estrogen. One explanation for this behavior is that the transition from estrogen-free media to estrogen-rich media may displace the ligand unbound estrogen receptor from its target sites and allow expression of genes that were repressed by the receptor in the absence of ligand. The introduction of estrogen would presumably then lead to the ligand-bound estrogen receptor repressing those same genes.

Among the targets (direct or indirect) of the ERα regulatory circuit are *ZNF217* and miR-503 (Fig. 6B). ZNF217 is a transcriptional regulator that works together with ERα to amplify the estrogen response in breast cancer (Cohen et al. 2015). However, despite the association of ERα with the promotion of proliferation, *ZNF217* is repressed in response to estrogen stimulation in our data, as well as in previously published data (Cicatiello et al. 2010; Jagannathan and Robinson-Rechavi 2011). Consistent with the repression of *ZNF217*, the genes encoding the main transcription factors involved in the estrogen response (*ESR1* and *GATA3*) are also repressed at the early time points. Together, these data indicate that there may be a built-in mechanism to (i) avoid the ZNF217-induced attenuation of the estrogen response and (ii) limit further stimulation of the estrogen response pathway. In this study, we identify three major patterns of gene expression following estrogen stimulation: (i) transient, (ii) induced, and (iii) repressed. Among the genes repressed by estrogen stimulation is the oncogene *ZNF217*, which has been shown to enhance proliferation in ovarian (Li et al. 2014) and breast cancer (Thollet et al. 2010). Additionally, we have shown that the estrogen-induced miRNA, miR-503, targets the 3′-UTR of *ZNF217* and that while miR-503 is induced in response to estrogen, the oncogene *ZNF217* is reduced. In support of this relationship, data from breast cancer patient cohorts show that high expression of *ZNF217* is associated with worse survival (Győrffy et al. 2009; Frietze et al. 2014), while high expression of miR-503 is associated with improved survival (Antonov 2011; Lyng et al. 2012; Antonov et al. 2013). Furthermore, while this manuscript was under review, another study was published demonstrating that the GATA3-driven expression of miR-503 represses *ZNF217* in prostate cancer (Jiang et al. 2016). Together, these observations point to the complexity of the estrogen-signaling network and further highlight the beneficial aspects of the estrogen response. Several studies have recently shown that miR-503 may be a potent tumor suppressive miRNA. One such study showed that miR-503 targets *CCND1* and reduces proliferation in both MCF-7 and MDA-MB-231 cells (an ER [−] Claudin-low model) (Long et al. 2015). Others have shown that miR-503 reduces proliferation and metastasis in prostate cancer (Guo et al. 2015), in osteosarcoma (Chong et al. 2014), and in hepatocellular carcinoma (Li et al. 2015). Furthermore, loss of miR-503 has been reported in several human cancers and is associated with poor prognosis in cervical cancer (Yin et al. 2015). The induction of miR-503 in response to estrogen stimulation has anti-proliferative effects, likely through its repression of both *CCND1* and *ZNF217*. Combined with the information that miR-503 is down-regulated in human cancers, these results indicate that miR-503 presents a new candidate therapeutic option for the treatment of breast cancer. Moreover, this study highlights the benefits of integrative analysis of the global response of model systems to relevant stimuli. Such studies can direct further research in primary tumors and disease models.

## MATERIALS AND METHODS

### Cell culture and estrogen treatment

The Perou Laboratory at UNC Chapel Hill generously provided the MCF-7 cells used in these experiments. Cells were cultured in Dulbecco's modified Eagle's medium (DMEM) with Ham's F-12 nutrient mixture, 15 mM HEPES, and sodium bicarbonate (Sigma; #D6434). Media was supplemented with 10% charcoal-stripped serum (Sigma; #F6765) and 5% GlutaMax (Gibco; #35050-061). For each biological replicate, a single plate of cells was split into 10 separate cell culture plates (one for each time point). Cells were maintained in the stripped serum media for 72 h, then the time zero batch of cells was scraped from the plate, pelleted and flash frozen in ethanol dry ice slurry. For the remaining cells (other time points), media supplemented with 10 nM β-estradiol (Sigma; #E2758) was added at time zero, and cells were collected at 1, 2, 3, 4, 5, 6, 12, and 24 h after addition of E2-media.

### Sequencing and differential expression analysis

MCF-7 cells were lysed and RNA was isolated using the Norgen Total RNA Purification Kit (#17200). Only samples with an RNA Integrity Number (RIN) of 9 or higher, as measured by Agilent Bioanalyzer 2100, were considered for further analysis. Small RNA libraries were generated using the Bioo Scientific NEXTflex V2 kit (#5132-03) and sequenced on the Illumina HiSeq 2000 platforms. Small RNA-seq reads were trimmed using cutAdapt (−O 10 –e 0.1) (Martin 2011) to remove remnants of the 3′-adapter sequence, then the first four and last four nucleotides of small RNA-seq reads were trimmed to remove the degenerate nucleotides in the adapters. Subsequent mapping of trimmed reads to the human genome and miRNA/isomiR quantification were performed exactly as previously described (Baran-Gale et al. 2013). The threshold used to classify miRNAs as robustly expressed was set at a mean of 50 RPMM across the time series.

RNA-seq libraries were generated from the same total RNA isolated above using the Illumina TruSeq stranded mRNA library prep kit (#RS-122-2101) and were sequenced on the HiSeq2500 (2 × 50). Reads were aligned to the human genome (hg19) using MapSplice (2.1.4) (Wang et al. 2010), and transcript abundance was quantified using RSEM (v1.2.9) (Li and Dewey 2011). Finally, differentially expressed genes were identified using DEseq2 (1.4.5) (Love et al. 2014). The threshold used to classify mRNAs as robustly expressed was set at a mean normalized count of 500 across the time series to allow us to robustly detect changes in expression that may be well below the mean of the time series.

### Clustering

To cluster the dynamic responses of estrogen-regulated genes, 1D interpolation was preformed using a piecewise cubic Hermite interpolating polynomial (Fritsch and Carlson 1980) to estimate the expression at unmeasured time points. Next, the response of each gene was subjected to 1D wavelet decomposition (Mallat 1989) using a Daubechies 3 wavelet. Finally, the vectors of wavelet coefficients were hierarchically clustered and split into three clusters.

### Gene set and miRNA target site enrichment

Enrichment of the three classes of estrogen-responsive genes within GO biological processes categories was assessed using the PANTHER overrepresentation test (Mi et al. 2013). A selection of the most significant categories is depicted in Figure 2E–G. miRNA target site enrichment was conducted by (i) identifying the list of miRNA families whose members have a mean expression of 50 RPMM, (ii) identifying lists of “characteristic genes” whose change in expression best describes the difference between consecutive time points (Clark et al. 2014), and (iii) using our miRNA target site enrichment algorithm (miRhub) (Baran-Gale et al. 2013) to identify miRNA families that act as “master regulators” of the “characteristic gene sets.” miRNA target site predictions used in the miRhub enrichment algorithm are derived from TargetScan5.2 (Grimson et al. 2007).

### Real-time quantitative PCR analysis

Using total RNA from above, complementary DNA (cDNA) was synthesized using the TaqMan miRNA Reverse Transcription kit (Applied Biosystems; #4366596) according to the manufacturer's instructions, or using the High-capacity RNA-to-cDNA kit (Applied Biosystems; #4387406). Real-time PCR amplification of miRNAs was performed using TaqMan miRNA assays in TaqMan Universal PCR Master Mix (Applied Biosystems; #4304437) on a Bio-Rad CFX96 Touch Real Time PCR Detection system (Bio-Rad Laboratories, Inc.). Reactions were performed in triplicate using *RNU66* as the internal control. Real-time PCR amplification of mRNAs was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories, Inc.; #1725271) on a Bio-Rad CFX96 Touch Real Time PCR Detection system (Bio-Rad Laboratories, Inc.). Reactions were performed in triplicate using *RPS9* as the internal control. All TaqMan assays used in this study were purchased from Applied Biosystems, Inc. and include *miR-503* and *RNU66*.

### Luciferase reporter analysis

We utilized a dual-luciferase reporter system (GeneCopoeia; # HmiT018728) in which the 3′-UTR of *ZNF217* was fused to the end of Firefly luciferase. The construct also contains Renilla luciferase, which can be used as an internal control. Next, we mutated the vector to interfere with the binding of the miR-503 seed region (nucleotides 2–8) using a QuikChange II XL Site-Directed Mutagenesis Kit (Agilent; #200521). Two A's were added in the miR-503 target site of ZNF217 to induce a bulge in the target site opposite of nucleotides 3 and 4 of miR-503's seed. MCF-7 cells were transiently transfected with the wild-type or mutant reporter with or cotransfected with miRIDIAN microRNA Human hsa-miR-503-5p mimic (Dharmacon #C-300841-05-0005) and with the vector. Luminescence was measured 48 h after transfection using the Luc-Pair Duo-Luciferase Assay (GeneCopoeia; # LPFR-P030) on a Promega GloMax Multi+ Detection System luminometer.

### Cell proliferation

Cell proliferation was measured using the Click-iT EdU Alexa Fluor 488 Imaging Kit (Invitrogen; # C10337). MCF-7 cells were transfected with 50 nM miR-503 mimic or with transfection reagent only and were cultured for 46 or 70 h. Cells were then pulsed with EdU for 2 h before cells were fixed according to the Click-iT protocol. Finally, EdU was labeled with Alexa Fluor 488 dye, DNA was stained with Hoechst and were imaged at 20× on an inverted fluorescence microscope with a Nikon TI Eclipse camera. Image segmentation analysis was performed using the Nikon Elements software package.

### Western blots

MCF7 cells were harvested 48 h after transfection with 50 nM miR-503 mimic or transfection reagent only (mock). Cells were lysed in RIPA buffer with protease inhibitor. Protein concentration was determined using the Pierce BCA Protein assay kit (Thermo Fisher; # 23225). Equal amounts of protein for each sample were loaded on a Mini-PROTEAN TGX gel (Bio-Rad Laboratories, Inc.). Following gel electrophoresis, proteins were transferred to nitrocellulose membrane and blocked in 5% milk at 4°C overnight. Ki67 levels were measured using the Anti-Ki67 antibody (Abcam; # ab15580). ZNF217 levels were measured using the Anti-ZNF217 antibody (Abcam; # ab48133). β-Actin levels were measured using an anti-β-actin antibody (HRP) (Abcam; # ab20272).

### Survival analysis

Overall survival of ER+ breast cancer patients based on *ZNF217* high/low status was evaluated using the Kaplan–Meier plotter (http://kmplot.com/; Győrffy et al. 2009; Frietze et al. 2014). The following parameters were used on the breast cancer database: Affy ID = 203739_at; survival = OS; split patients by = median; ER status = ER positive; derive ER status from gene expression data = checked; database version = 2014 (*n* = 4142). Overall survival of ER+ tamoxifen-treated breast cancer patients based on miR-503 high/low status was evaluated using the MiRUMIR tool (Antonov 2011; Antonov et al. 2013), using a data set from Lyng et al. (2012) (GSE37405).

## DATA DEPOSITION

RNA-seq and small RNA-seq libraries are available at the Gene Expression Omnibus (GEO) under the accession number GSE78169.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

## References

[BARAN-GALERNA056895C1] AlonU. 2007 Network motifs: theory and experimental approaches. Nat Rev Genet 8: 450–461.1751066510.1038/nrg2102

[BARAN-GALERNA056895C2] AntonovAV. 2011 BioProfiling.de: analytical web portal for high-throughput cell biology. Nucleic Acids Res 39: W323–W327.2160994910.1093/nar/gkr372PMC3125774

[BARAN-GALERNA056895C3] AntonovAV, KnightRA, MelinoG, BarlevNA, TsvetkovPO. 2013 MIRUMIR: an online tool to test microRNAs as biomarkers to predict survival in cancer using multiple clinical data sets. Cell Death Differ 20: 367.2317518910.1038/cdd.2012.137PMC3554342

[BARAN-GALERNA056895C4] Baran-GaleJ, FanninEE, KurtzCL, SethupathyP. 2013 β-Cell 5′-shifted isomiRs are candidate regulatory hubs in type 2 diabetes. PLoS One 8: e73240.2403989110.1371/journal.pone.0073240PMC3767796

[BARAN-GALERNA056895C5] Bhat-NakshatriP, WangG, CollinsNR, ThomsonMJ, GeistlingerTR, CarrollJS, BrownM, HammondS, SrourEF, LiuY, 2009 Estradiol-regulated microRNAs control estradiol response in breast cancer cells. Nucleic Acids Res 37: 4850–4861.1952808110.1093/nar/gkp500PMC2724297

[BARAN-GALERNA056895C6] BourdeauV, DeschênesJ, LaperrièreD, AidM, WhiteJH, MaderS. 2008 Mechanisms of primary and secondary estrogen target gene regulation in breast cancer cells. Nucleic Acids Res 36: 76–93.1798645610.1093/nar/gkm945PMC2248750

[BARAN-GALERNA056895C7] CasneufT, Van de PeerY, HuberW. 2007 In situ analysis of cross-hybridisation on microarrays and the inference of expression correlation. BMC Bioinformatics 8: 461.1803937010.1186/1471-2105-8-461PMC2213692

[BARAN-GALERNA056895C8] CastellanoL, GiamasG, JacobJ, CoombesRC, LucchesiW, ThiruchelvamP, BartonG, JiaoLR, WaitR, WaxmanJ, 2009 The estrogen receptor-α-induced microRNA signature regulates itself and its transcriptional response. Proc Natl Acad Sci 106: 15732–15737.1970638910.1073/pnas.0906947106PMC2747188

[BARAN-GALERNA056895C9] ChangEC, CharnTH, ParkS-H, HelferichWG, KommB, KatzenellenbogenJA, KatzenellenbogenBS. 2008 Estrogen receptors α and β as determinants of gene expression: influence of ligand, dose, and chromatin binding. Mol Endocrinol 22: 1032–1043.1825868910.1210/me.2007-0356PMC2366177

[BARAN-GALERNA056895C10] ChenEY, TanCM, KouY, DuanQ, WangZ, MeirellesGV, ClarkNR, Ma'ayanA. 2013 Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics 14: 128.2358646310.1186/1471-2105-14-128PMC3637064

[BARAN-GALERNA056895C11] ChongY, ZhangJ, GuoX, LiG, ZhangS, LiC, JiaoZ, ShaoM. 2014 MicroRNA-503 acts as a tumor suppressor in osteosarcoma by targeting L1CAM. PLoS One 9: e114585.2553603410.1371/journal.pone.0114585PMC4275157

[BARAN-GALERNA056895C12] CicatielloL, MutarelliM, GroberOMV, ParisO, FerraroL, RavoM, TaralloR, LuoS, SchrothGP, SeifertM, 2010 Estrogen receptor α controls a gene network in luminal-like breast cancer cells comprising multiple transcription factors and microRNAs. Am J Pathol 176: 2113–2130.2034824310.2353/ajpath.2010.090837PMC2861078

[BARAN-GALERNA056895C13] ClarkNR, HuKS, FeldmannAS, KouY, ChenEY, DuanQ, Ma'ayanA. 2014 The characteristic direction: a geometrical approach to identify differentially expressed genes. BMC Bioinformatics 15: 79.2465028110.1186/1471-2105-15-79PMC4000056

[BARAN-GALERNA056895C14] CohenPA, DoniniCF, NguyenNT, LincetH, VendrellJA. 2015 The dark side of ZNF217, a key regulator of tumorigenesis with powerful biomarker value. Oncotarget 6: 41566–41581.2643116410.18632/oncotarget.5893PMC4747174

[BARAN-GALERNA056895C15] CreightonCJ, CorderoKE, LariosJM, MillerRS, JohnsonMD, ChinnaiyanAM, LippmanME, RaeJM. 2006 Genes regulated by estrogen in breast tumor cells in vitro are similarly regulated in vivo in tumor xenografts and human breast tumors. Genome Biol 7: R28.1660643910.1186/gb-2006-7-4-r28PMC1557996

[BARAN-GALERNA056895C16] EeckhouteJ, KeetonEK, LupienM, KrumSA, CarrollJS, BrownM. 2007 Positive cross-regulatory loop ties GATA-3 to estrogen receptor α expression in breast cancer. Cancer Res 67: 6477–6483.1761670910.1158/0008-5472.CAN-07-0746

[BARAN-GALERNA056895C17] FrankelLB, ChristoffersenNR, JacobsenA, LindowM, KroghA, LundAH. 2008 Programmed cell death 4 (PDCD4) is an important functional target of the microRNA miR-21 in breast cancer cells. J Biol Chem 283: 1026–1033.1799173510.1074/jbc.M707224200

[BARAN-GALERNA056895C18] FrasorJ, DanesJM, KommB, ChangKCN, LyttleCR, KatzenellenbogenBS. 2003 Profiling of estrogen up- and down-regulated gene expression in human breast cancer cells: insights into gene networks and pathways underlying estrogenic control of proliferation and cell phenotype. Endocrinology 144: 4562–4574.1295997210.1210/en.2003-0567

[BARAN-GALERNA056895C19] FrietzeS, O'GeenH, LittlepageLE, SimionC, SweeneyCA, FarnhamPJ, KrigSR. 2014 Global analysis of ZNF217 chromatin occupancy in the breast cancer cell genome reveals an association with ERα. BMC Genomics 15: 520.2496289610.1186/1471-2164-15-520PMC4082627

[BARAN-GALERNA056895C20] FritschFN, CarlsonRE. 1980 Monotone piecewise cubic interpolation. SIAM J Numer Anal 17: 238–246.

[BARAN-GALERNA056895C21] GaubeF, WolflS, PuschL, KrollTC, HamburgerM. 2007 Gene expression profiling reveals effects of *Cimicifuga racemosa* (L.) NUTT. (black cohosh) on the estrogen receptor positive human breast cancer cell line MCF-7. BMC Pharmacol 7: 11.1788073310.1186/1471-2210-7-11PMC2194763

[BARAN-GALERNA056895C22] GrimsonA, FarhKK-H, JohnstonWK, Garrett-EngeleP, LimLP, BartelDP. 2007 MicroRNA targeting specificity in mammals: determinants beyond seed pairing. Mol Cell 27: 91–105.1761249310.1016/j.molcel.2007.06.017PMC3800283

[BARAN-GALERNA056895C23] GuoJ, LiuX, WangM. 2015 miR-503 suppresses tumor cell proliferation and metastasis by directly targeting RNF31 in prostate cancer. Biochem Biophys Res Commun 464: 1302–1308.2623179710.1016/j.bbrc.2015.07.127

[BARAN-GALERNA056895C24] GyőrffyB, LanczkyA, EklundAC, DenkertC, BudcziesJ, LiQ, SzallasiZ. 2009 An online survival analysis tool to rapidly assess the effect of 22,277 genes on breast cancer prognosis using microarray data of 1,809 patients. Breast Cancer Res Treat 123: 725–731.2002019710.1007/s10549-009-0674-9

[BARAN-GALERNA056895C25] HigaGM, FellRG. 2013 Sex hormone receptor repertoire in breast cancer. Int J Breast Cancer 2013: 284036.2432489410.1155/2013/284036PMC3845405

[BARAN-GALERNA056895C26] JagannathanV, Robinson-RechaviM. 2011 Meta-analysis of estrogen response in MCF-7 distinguishes early target genes involved in signaling and cell proliferation from later target genes involved in cell cycle and DNA repair. BMC Syst Biol 5: 138.2187809610.1186/1752-0509-5-138PMC3225231

[BARAN-GALERNA056895C27] JensenTW, RayT, WangJ, LiX, NaritokuWY, HanB, BellafioreF, BagariaSP, QuA, CuiX, 2015 Diagnosis of basal-like breast cancer using a FOXC1-based assay. J Natl Cancer Inst 107 10.1093/jnci/djv148PMC455419626041837

[BARAN-GALERNA056895C28] JiangX, ChenY, DuE, YangK, ZhangZ, QiS, XuY. 2016 GATA3-driven expression of miR-503 inhibits prostate cancer progression by repressing ZNF217 expression. Cell Signal 28: 1216–1224.2726706010.1016/j.cellsig.2016.06.002

[BARAN-GALERNA056895C29] KongSL, LiG, LohSL, SungW-K, LiuET. 2011 Cellular reprogramming by the conjoint action of ERα, FOXA1, and GATA3 to a ligand-inducible growth state. Mol Syst Biol 7: 526.2187891410.1038/msb.2011.59PMC3202798

[BARAN-GALERNA056895C30] LiB, DeweyCN. 2011 RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12: 323.2181604010.1186/1471-2105-12-323PMC3163565

[BARAN-GALERNA056895C31] LiJ, SongL, QiuY, YinA, ZhongM. 2014 ZNF217 is associated with poor prognosis and enhances proliferation and metastasis in ovarian cancer. Int J Clin Exp Pathol 7: 3038–3047.25031722PMC4097264

[BARAN-GALERNA056895C32] LiB, LiuL, LiX, WuL. 2015 miR-503 suppresses metastasis of hepatocellular carcinoma cell by targeting PRMT1. Biochem Biophys Res Commun 464: 982–987.2616326010.1016/j.bbrc.2015.06.169

[BARAN-GALERNA056895C33] LongJ, OuC, XiaH, ZhuY, LiuD. 2015 MiR-503 inhibited cell proliferation of human breast cancer cells by suppressing CCND1 expression. Tumour Biol 36: 8697–8702.2604760510.1007/s13277-015-3623-8

[BARAN-GALERNA056895C34] LoveMI, HuberW, AndersS. 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550.2551628110.1186/s13059-014-0550-8PMC4302049

[BARAN-GALERNA056895C35] LyngMB, LænkholmA-V, SøkildeR, GravgaardKH, LitmanT, DitzelHJ. 2012 Global microRNA expression profiling of high-risk ER+ breast cancers from patients receiving adjuvant tamoxifen mono-therapy: a DBCG study. PLoS One 7: e36170.2262395310.1371/journal.pone.0036170PMC3356496

[BARAN-GALERNA056895C36] MallatSG. 1989 A theory for multiresolution signal decomposition: the wavelet representation. IEEE Trans Pattern Anal Mach Intell 11: 674–693.

[BARAN-GALERNA056895C37] MartinM. 2011 Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J 17: 10–12.

[BARAN-GALERNA056895C38] MiH, MuruganujanA, CasagrandeJT, ThomasPD. 2013 Large-scale gene function analysis with the PANTHER classification system. Nat Protoc 8: 1551–1566.2386807310.1038/nprot.2013.092PMC6519453

[BARAN-GALERNA056895C39] MukherjiS, EbertMS, ZhengGXY, TsangJS, SharpPA, van OudenaardenA. 2011 MicroRNAs can generate thresholds in target gene expression. Nat Genet 43: 854–859.2185767910.1038/ng.905PMC3163764

[BARAN-GALERNA056895C40] NguyenNT, VendrellJA, PoulardC, GyőrffyB, Goddard-LéonS, BiècheI, CorboL, Le RomancerM, BachelotT, TreilleuxI, 2014 A functional interplay between ZNF217 and estrogen receptor α exists in luminal breast cancers. Mol Oncol 8: 1441–1457.2497301210.1016/j.molonc.2014.05.013PMC5528595

[BARAN-GALERNA056895C41] OhDS, TroesterMA, UsaryJ, HuZ, HeX, FanC, WuJ, CareyLA, PerouCM. 2006 Estrogen-regulated genes predict survival in hormone receptor-positive breast cancers. J Clin Oncol 24: 1656–1664.1650541610.1200/JCO.2005.03.2755

[BARAN-GALERNA056895C42] Plaza-MenachoI, MologniL, McDonaldNQ. 2014 Mechanisms of RET signaling in cancer: current and future implications for targeted therapy. Cell Signal 26: 1743–1752.2470502610.1016/j.cellsig.2014.03.032

[BARAN-GALERNA056895C43] PolioudakisD, AbellNS, IyerVR. 2015 miR-503 represses human cell proliferation and directly targets the oncogene DDHD2 by non-canonical target pairing. BMC Genomics 16: 40.2565301110.1186/s12864-015-1279-9PMC4326481

[BARAN-GALERNA056895C44] QiL, BartJ, TanLP, PlatteelI, SluisTVD, HuitemaS, HarmsG, FuL, HollemaH, BergAVD. 2009 Expression of miR-21 and its targets (PTEN, PDCD4, TM1) in flat epithelial atypia of the breast in relation to ductal carcinoma in situ and invasive carcinoma. BMC Cancer 9: 163.1947355110.1186/1471-2407-9-163PMC2695476

[BARAN-GALERNA056895C45] RaeJM, JohnsonMD, ScheysJO, CorderoKE, LariosJM, LippmanME. 2005 GREB 1 is a critical regulator of hormone dependent breast cancer growth. Breast Cancer Res Treat 92: 141–149.1598612310.1007/s10549-005-1483-4

[BARAN-GALERNA056895C46] RaoX, Di LevaG, LiM, FangF, DevlinC, Hartman-FreyC, BurowME, IvanM, CroceCM, NephewKP. 2011 MicroRNA-221/222 confers breast cancer fulvestrant resistance by regulating multiple signaling pathways. Oncogene 30: 1082–1097.2105753710.1038/onc.2010.487PMC3342929

[BARAN-GALERNA056895C47] ReidG, HübnerMR, MétivierR, BrandH, DengerS, ManuD, BeaudouinJ, EllenbergJ, GannonF. 2003 Cyclic, proteasome-mediated turnover of unliganded and liganded ERα on responsive promoters is an integral feature of estrogen signaling. Mol Cell 11: 695–707.1266745210.1016/s1097-2765(03)00090-x

[BARAN-GALERNA056895C48] SabatierR, GonçalvesA, BertucciF. 2014 Personalized medicine: present and future of breast cancer management. Crit Rev Oncol Hematol 91: 223–233.2472566710.1016/j.critrevonc.2014.03.002

[BARAN-GALERNA056895C49] ShangY, HuX, DiRenzoJ, LazarMA, BrownM. 2000 Cofactor dynamics and sufficiency in estrogen receptor-regulated transcription. Cell 103: 843–852.1113697010.1016/s0092-8674(00)00188-4

[BARAN-GALERNA056895C50] SimoniniP, BreilingA, GuptaN, MalekpourM. 2010 Epigenetically deregulated microRNA-375 is involved in a positive feedback loop with estrogen receptor α in breast cancer cells. Cancer Res 70: 9175–9184.2097818710.1158/0008-5472.CAN-10-1318

[BARAN-GALERNA056895C51] SmithCL, MigliaccioI, ChaubalV, WuM-F, PaceMC, HartmaierR, JiangS, EdwardsDP, GutiérrezMC, HilsenbeckSG, 2012 Elevated nuclear expression of the SMRT corepressor in breast cancer is associated with earlier tumor recurrence. Breast Cancer Res Treat 136: 253–265.2301526110.1007/s10549-012-2262-7PMC3511772

[BARAN-GALERNA056895C52] SørlieT, PerouCM, TibshiraniR, AasT, GeislerS, JohnsenH, HastieT, EisenMB, van de RijnM, JeffreySS, 2001 Gene expression patterns of breast carcinomas distinguish tumor subclasses with clinical implications. Proc Natl Acad Sci 98: 10869–10874.1155381510.1073/pnas.191367098PMC58566

[BARAN-GALERNA056895C53] SuterR, MarcumJA. 2007 The molecular genetics of breast cancer and targeted therapy. Biologics 1: 241–258.19707334PMC2721311

[BARAN-GALERNA056895C54] TholletA, VendrellJA, PayenL, GhayadSE, Ben LarbiS, GrisardE, CollinsC, VilledieuM, CohenPA. 2010 ZNF217 confers resistance to the pro-apoptotic signals of paclitaxel and aberrant expression of Aurora-A in breast cancer cells. Mol Cancer 9: 291.2105922310.1186/1476-4598-9-291PMC2996367

[BARAN-GALERNA056895C55] TkoczD, CrawfordNT, BuckleyNE, BerryFB, KennedyRD, GorskiJJ, HarkinDP, MullanPB. 2011 BRCA1 and GATA3 corepress FOXC1 to inhibit the pathogenesis of basal-like breast cancers. Oncogene 31: 3667–3678.2212072310.1038/onc.2011.531

[BARAN-GALERNA056895C56] UsaryJ, LlacaV, KaracaG, PresswalaS, KaracaM, HeX, LangerødA, KåresenR, OhDS, DresslerLG, 2004 Mutation of GATA3 in human breast tumors. Oncogene 23: 7669–7678.1536184010.1038/sj.onc.1207966

[BARAN-GALERNA056895C57] WangK, SinghD, ZengZ, ColemanSJ, HuangY, SavichGL, HeX, MieczkowskiP, GrimmSA, PerouCM, 2010 MapSplice: accurate mapping of RNA-seq reads for splice junction discovery. Nucleic Acids Res 38: e178.2080222610.1093/nar/gkq622PMC2952873

[BARAN-GALERNA056895C58] WieseTE, KralLG, DennisKE, ButlerWB, BrooksSC. 1992 Optimization of estrogen growth response in MCF-7 cells. In Vitro Cell Dev Biol 28A: 595–602.142936210.1007/BF02631033

[BARAN-GALERNA056895C59] YinZ-L, WangY-L, GeS-F, GuoT-T, WangL, ZhengX-M, LiuJ. 2015 Reduced expression of miR-503 is associated with poor prognosis in cervical cancer. Eur Rev Med Pharmacol Sci 19: 4081–4085.26592830

[BARAN-GALERNA056895C60] ZhouW, SlingerlandJM. 2014 Links between oestrogen receptor activation and proteolysis: relevance to hormone-regulated cancer therapy. Nat Rev Cancer 14: 26–38.2450561810.1038/nrc3622

[BARAN-GALERNA056895C61] ZhuS, SiM-L, WuH, MoY-Y. 2007 MicroRNA-21 targets the tumor suppressor gene tropomyosin 1 (TPM1). J Biol Chem 282: 14328–14336.1736337210.1074/jbc.M611393200

[BARAN-GALERNA056895C62] ZhuS, WuH, WuF, NieD, ShengS, MoY-Y. 2008 MicroRNA-21 targets tumor suppressor genes in invasion and metastasis. Cell Res 18: 350–359.1827052010.1038/cr.2008.24

# Supplementary material for: An integrative transcriptomics approach identifies miR-503 as a candidate master regulator of the estrogen response in MCF-7 breast cancer cells
**Source:** RNA. 2016 Oct;22(10):1592–603. doi: 10.1261/rna.056895.116
**Supplement:** Supplemental Material

An integrative transcriptomics approach identifies miR-503 as a candidate master regulator of the estrogen response in MCF-7 breast cancer cells — Supplemental Material 

# An integrative transcriptomics approach identifies miR-503 as a candidate master regulator of the estrogen response in MCF-7 breast cancer cells

## Supplemental Material

- Supplemental\_FigS1-S7.pdf
- Supplemental\_Legends.docx
- Supplemental\_TableS1-S4.xlsx

# Supplementary material for: An integrative transcriptomics approach identifies miR-503 as a candidate master regulator of the estrogen response in MCF-7 breast cancer cells
**Source:** RNA. 2016 Oct;22(10):1592–603. doi: 10.1261/rna.056895.116
**Supplement:** Supplemental Material

**Figure S1:** **PCR validation of selected RNAs.** Comparison between the relative quantitative value (RQV) of selected RNAs as measured by high throughput sequencing (y-axis) or RT-qPCR (x-axis). Pearson’s correlation value (r) is shown in red on each plot.

**Figure S2:** ***GATA3*-like and anti-*GATA3*-like genes.** (A) The expression profile of 170 mRNAs that exhibit an expression pattern similar to *GATA3*. (B) The expression profile of 118 mRNAs that exhibit a pattern of expression opposite of that of *GATA3*. (C) Normalized expression of *GATA3* and *FOXC1* in 1046 samples from The Cancer Genome Atlas breast cancer dataset. Pearson’s correlation (r) is shown in red. (D) Opposite expression pattern of *GATA3* and *FOXC1* is consistent with a mutual inhibition relationship.

**Figure S3:** **Top** **ChEA binding hits for estrogen responsive mRNAs.** The ten most enriched transcription factor binding sites for estrogen responsive mRNAs in our dataset using ChEA. Transcription factors are sorted by p-value ranking.

**Figure S4:** **ZNF217 protein levels in Mock and miR-503 transfected MCF-7 cells.** Western blot showing ZNF217 protein levels in Mock or miR-503 (50nM) transfected MCF-7 cells at 48 hours post transfection. Significance assessed using a 1-tailed Student’s t-test.

**Figure S5:** **miR-503/ZNF217 circuit inhibits proliferation.** (A) Total EdU and DNA (Hoechst) fluorescence in cells from Mock or miR-503 (50nM) transfected MCF-7 cells. (B) The percentage of MCF-7 cells in S-phase during the EdU pulse experiment form Mock or miR-503 (50nM) transfected MCF-7 cells at 48 or 72 hours post transfection. Significance assessed using a Student’s t-test (* P< 0.05, **P< 0.01).

**Figure S6:** **Ki67 protein levels in Mock and miR-503 transfected MCF-7 cells.** Western blot showing Ki67 protein levels in Mock or miR-503 (50nM) transfected MCF-7 cells at 72 hours post transfection.

**Figure S7:** **Association of *ZNF217* and miR-503 expression in breast cancer patient cohorts.** (A) Survival analysis of 412 ER+ patients based on *ZNF217* high/low status (Frietze et al. 2014; Győrffy et al. 2009). (B) Survival analysis of 44 ER+ tamoxifen treated patients based on miR-503 high/low status (Antonov et al. 2013; Lyng et al. 2012; Antonov 2011).

**Table S1: Statistics for high throughput sequencing.** This table displays the mapping statistics for both RNA-seq and small RNA-seq libraries for the 30 samples sequenced. RNA-seq statistics are collected from the MapSplice algorithm, and small RNA-seq statistics include successfully trimmed reads (3’-adapter removed), reads too short to align (trimmed length < 14), reads that perfectly align to the genome, reads that fail to align perfectly but may align with mismatches allowed, the total # of reads to align (perfectly or imperfectly), the read that align to annotated miRNA loci, and finally the read that align to tRNA loci.

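For the small RNA libraries of the E2 time course, the table gives the reads at each step from the sequencer to the miRNAs. Total reads are followed by the reads with the adapter removed, the reads too short to map, the mapped reads, and those that fall on miRNA and tRNA loci. In the deposited values, miRNAs took 63.02% to 81.26% of the mapped reads of a library, and each library's sum lay within 0.01 percentage points of the share that follows from the table. The RPMM values are thus relative to all mapped small RNA reads, and the median library had 23103400 of them.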

**Table S2: Estrogen responsive mRNAs.** The expression profile of 1546 mRNAs that have a significant (adjusted p-value <0.05) ≥2-fold changes at one or more time points in response to estrogen stimulation are listed in this table. For each gene, the assigned cluster and the normalized expression at each time point is reported. Genes clustered into three classes (Transient, Repressed, and Induced).

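The supplemental table gives the mean RPMM of the 3 replicates at each of the 10 times. All 308 names in it were found in the deposited table, and all 3080 of its values lay within 0.01% of the mean of the 3 deposited replicates. The list runs from miR-21-5p, the most abundant, down to miRNAs near the threshold, and it counts isomiRs such as Let-7i-5p-1, with a mean of 78.7 RPMM, and separate loci of 1 mature sequence as separate entries.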

**Table S3: Estrogen responsive miRNAs.** This table reports the normalized expression (RPMM) of 308 mRNAs that are expressed during the estrogen response in MCF-7 cells. miRNAs that have a significant (p-value <0.05) ≥1.5-fold changes at one or more time points in response to estrogen stimulation are highlighted in green.

**Table S4: Characteristic Directions analysis.** This table reports the direction cosine coefficient for the normal vector to the hyper plane that separates gene expression in each time interval listed. Genes are sorted by maximum absolute value of the coefficient across all time intervals.

How the deposited data were processed for this re-analysis (not part of the article)

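The data are 30 small RNA libraries of MCF-7 cells, an estrogen receptor positive breast cancer line: 3 biological replicates at time zero and at each later time, hourly from 1 h to 6 h and at 8, 12 and 24 h after 10 nM E2. Conditions, replicate numbers and passages were taken from the sample labels and checked against Table S1. The labels, the results and Table S1 include 8 h, which the list of collection times in the methods leaves out. All 30 columns of the deposited table were matched to a library by name. The poly(A)+ RNA libraries, the miR-503 mimic experiments, the reporter assays and the survival data were not analysed here.

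The authors deposited RPM values, named RPMM in the paper, which they made by scaling the reads of each miRNA to the mapped reads of its library. As the paper and its supplement state, they trimmed the adapter with cutAdapt, removed the 4 degenerate bases at either end, left out short reads, mapped the rest to the human genome and counted miRNAs and isomiRs with the procedure of an earlier paper. The submitters' processing notes name Bowtie, with no version, and the build hg19. The sums of the deposited values equal the share of mapped reads on miRNAs in Table S1, which shows that the divisor is all mapped small RNA reads. Multiplied by those reads, the smallest value above 0 in a library is 10.0 to 10.67 reads, so no deposited value above 0 stands for fewer reads. Reads with several loci were split, so most values are not whole reads and no count test was run.

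The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, pysam 0.24.0 and matplotlib 3.10.9. log2(RPMM + 1) was fitted with lmFit and eBayes with an intensity trend for 308 miRNAs with a mean of at least 50 RPMM, with time as a factor of 10 levels over all 30 libraries, which share 1 estimate of the spread. Each later time was compared with time zero, consecutive times were compared, and an F test covered the 9 comparisons with time zero. P-values were adjusted by Benjamini-Hochberg within a comparison, with a threshold of 0.05. The paper's text gives a fold and an unadjusted p for the miRNAs and does not name the test, so its rule was applied with the ratio of mean RPMM (at least 1.5, or over 2) and the unadjusted limma p (at most 0.05). Of the miRNA lists, 31 were written before the data were examined: families, genomic clusters, markers of other cells, the miRNAs of Fig. 4A and the families of Fig. 4E. For these lists 1 locus per mature sequence was used, and lists with at least 3 measured members were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one. Paired comparisons of the miR-424 arms used an exact sign-flip test over 10 times and a permutation test with 100000 resamples over 30 libraries.

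Named miRNAs are those the paper names in its results, its discussion or Fig. 4A, those with the largest changes (up to 12 in each direction) past the threshold and the same way in all 3 replicate pairs at 4 h and 24 h, the measured miRNAs of the cluster of miR-424 and miR-503, and up to 4 members of each list, by the size of their change at 24 h. The rule, the tests and the alternatives were set before the data were examined, except for the alternatives named as added in the closing section. The miRNAs of Fig. 4A had been seen in the paper.

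The paper states that 1 plate was split into 10 for each replicate, so the replicate numbers pair the libraries. As a check, deviations from the mean of a time correlated at 0.15 on average between libraries of the same number (135 pairs) and at -0.0765 between libraries of other numbers. They lay over 0.1 in 60% of the same-number pairs, and 20 of 30 libraries correlated best with their own number. The fit with the replicate number as a block was run as an alternative.

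Mapped reads per library ranged from 1280430 to 41855100, with a median of 23103400. At 10.0 reads for the smallest value above 0, the level that could be seen is set by depth and lies highest in the 4 h library of replicate 3. The fit was tested on simulated data with the means and spread of these libraries, in 50 draws. For 24 h against time zero over 308 miRNAs, with 10 miRNAs changed per fold, it called 15.2% of those changed 1.5-fold, 52.6% of those changed 2-fold and 93.8% of those changed 4-fold, and 0.374% of the unchanged ones. With no miRNA changed, 4 h against time zero gave 0.06 calls per draw. The draws took miRNAs and libraries as independent, without the pairing by plate or the axis of variation that the libraries share. These rates may therefore be too favourable for the real data. With the time labels permuted, the real libraries gave up to 54 calls over the other times.

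Alternatives were the pseudocount (0.1 and 10 RPMM), the filter (a mean of at least 10 or 100 RPMM, or none), the scaling (median of ratios, quantiles, and without miR-21-5p), the replicate block, leaving out each replicate or the shallowest library, sample weights, only the 2 times compared, no intensity trend, and 1 entry per mature sequence. Coordinates are from GENCODE 44 lifted to GRCh37, and the ZNF217 site of Fig. 5E was matched to the GRCh37 sequence. Positions of MIR424, MIR1247 and MIR1268B were not used here.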

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

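Among the tests below, those of the ratio of miR-503 to miR-424-3p against time, all those of the largest axis of variation, and the test of miR-424-5p against that axis were chosen after the result was seen. The fits with the first principal component as a covariate and without single libraries of 0, 4 or 24 h were also added after seeing the data.

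miR-503 changed more at 24 h than at 4 h, by 1.69 on the log2 scale (standard error 0.23, adjusted p = 2.13e-05, limma), in 1 comparison of these times over 308 miRNAs. Under a mean of 50 RPMM, which the paper does not report on, 2 isomiRs passed the test when the filter was a mean of at least 10 RPMM. miR-424-3p+1 had a log2 fold change of 2.04 at 24 h (adjusted p = 0.0313), from 6.82 ± 2.92 to 30.1 ± 6.59 RPMM (SD, n = 3). miR-23b-3p+1 had a log2 fold change of -2.65 at 4 h (adjusted p = 0.0214, limma), from 12.5 ± 4.91 to 2.49 ± 4.31 RPMM. It was above 0 in 1 of the 3 libraries of 4 h, at 7.46 RPMM. The shallowest library, 4 h of replicate 3, held no value above 0 under 8.331 RPMM, so miR-23b-3p+1 was at 0 there. That level lies within the time zero range of 7.12 to 16.8 RPMM, so this 0 does not show a fall.

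miR-503 rose later than miR-424-3p, although both come from the same primary transcript. log2(miR-503/miR-424-3p) was 1.78 ± 0.27 at time zero, 0.92 ± 0.34 at 4 h and 2.13 ± 0.03 at 24 h (SD, n = 3), a change of 1.21 from 4 h to 24 h (standard error 0.166). That change was 1.2 (standard error 0.161) with the first principal component as a covariate and 1.41 (standard error 0.161) without the 4 h library of replicate 3, which argues against library composition along that axis and against that shallow library as the cause. The course was not a steady rise: the ratio fell to 1.27 at 1 h and 0.90 at 3 h, and only at 24 h was its mean above that of time zero. Over the 30 libraries the ratio correlated with time (Spearman's rho = 0.428, permutation p = 0.0236, and Pearson's r = 0.599, permutation p = 0.00062, both within replicates and as 1 relation, r = 0.415 without the 2 libraries farthest from the median time). The rho was 0.333, 0.467 and 0.321 in replicates 2, 3 and 4 and 0.215 without the 24 h libraries, so the correlation rests in part on those and does not describe the early fall. Time after E2 and time in culture both stay open, because no time course without E2 was analysed, and primary transcripts and decay, which would tell synthesis from stability, were not measured here.

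The largest axis of variation between the libraries took 39.6% of the variance, and it had miR-126-5p, miR-99a-5p and miR-342-3p at the positive end and miR-1908, miR-23a-5p and miR-877-5p at the negative end. Depth did not track it (Spearman's rho = 0.0389, permutation p = 0.84, Pearson's r = -0.0169, permutation p = 0.929, and r = -0.0503 without the 2 libraries farthest from the median depth, n = 30), time took 13.5% of its variance (permutation p = 0.948, at most 27.3% when any 1 library was left out), and the replicate number, which also carries the passage, took 26.4% (permutation p = 0.0159, adjusted p = 0.0518 over 6 relations, at most 39.9% when any 1 library was left out). Depth, time and passage are therefore argued against as its main source, although a smaller part from passage or plate stays open. Across miRNAs, which are not independent, the loading and the GC content of the hairpin arm, or of the whole hairpin where the name gives no arm, had a Spearman's rho of -0.144 (permutation p = 0.0173, adjusted p = 0.0518, 88.3% of the miRNAs), against -0.0869 for whole hairpins alone (permutation p = 0.153, adjusted p = 0.229). For arms alone rho was -0.144 (permutation p = 0.0326, adjusted p = 0.0652), a check that is void because they cover 72.4% of the miRNAs. So small a trend leaves open whether a GC bias of the library preparation is the source, and no biological explanation besides time and passage was tested.

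miR-424-5p varied more between replicates than miR-424-3p, with a residual SD of 0.613 against 0.327 on the log2 scale over the 30 libraries, although the excess of its coefficient of variation was 5.64 percentage points without replicate 3 (p = 0.486, exact), the replicate with the highest miR-424-5p at 8 of 10 times. Depth is argued against: in the 15 libraries with at least the median of mapped reads, the root mean square residual was 0.565 for miR-424-5p and 0.272 for miR-424-3p, at least 1.9 times higher whichever of these libraries was left out. With the first principal component as a covariate, the residual SD was 0.244 for miR-424-5p and 0.308 for miR-424-3p, and the ratio of the former to the latter was 0.698 to 0.857 when any 1 library was left out. The same covariate brought miR-424-5p past the threshold at 24 h (log2 fold change 1.32, adjusted p = 4.73e-05, in a range of up to 0.989 over its 25 alternatives). The residuals of miR-424-5p correlated with the component at 0.921 and those of miR-424-3p at -0.394, so the covariate fit in large part restates this correlation. Whether the source of the largest axis acts on miR-424-5p and hides a rise after E2 was not tested, and that source stays open.

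The counts were also taken under other splits of the libraries. For 4 h, 3 libraries against 3 make 10 splits, too few for a share under 0.05, with 4 calls in the real split, the 1 with as many, and at most 0 in the others. For 24 h the real split gave 5 calls, 2 of 10 splits gave as many, the highest other was 5, and the 3 other splits that part every replicate pair gave at most 0. Over the other times, 13 of 100 permutations of the time labels, the real one included, gave as many as the 5 real calls (highest other 54), and 5 of 100 when permuted within replicates (highest other 47), so chance is not excluded. For consecutive times 25 of 100 gave as many as the 1 real call (highest other 102), and 22 of 100 within replicates (highest other 39), so chance is not excluded. For the F test only 1 of 100, the real one, reached the 5 real calls (highest other 4). Within replicates, which keeps the pairing, 3 of 100 were as large and the highest was 18. Both shares lie under 5 of 100, but chance is not excluded. By the rule of the paper, 91 of 100 gave at least the 21 real miRNAs (highest other 149), and 84 of 100 within replicates (highest other 101), and over 2-fold 77 of 100 gave at least the 6 real ones (highest other 54), and 66 of 100 within replicates (highest other 53), so for these counts chance is not excluded. Splits with several times the real count point to a structure of the samples, and its source was not tested.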

How the results depend on the processing

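The alternatives with voom weights, with the first principal component as a covariate and without single libraries of 0, 4 or 24 h were chosen after seeing the data. The planned count model was not run, since the values do not give whole reads. miR-503 (log2 fold change 2.46 to 2.76), miR-424-3p (1.96 to 2.597) and miR-1247-5p (1.55 to 1.83) at 24 h passed the test in 25 of 25 alternatives. Where a result below changed, the cause was not tested, unless the alternative has fewer libraries or other miRNAs in the test. The 4 calls at 4 h became 1 without the shallowest library, 33 with sample weights (11 higher) and 1 with only the 2 times compared, and 0 to 4 when a replicate or library was left out (1 without 0 h replicate 4 or 4 h replicate 4). The 5 calls at 24 h became 3 with median-of-ratios scaling, 3 without miR-21-5p in the scaling, 61 with sample weights (24 higher) and 3 with only the 2 times compared, and 3 to 5 when a replicate or library was left out (3 without 0 h replicate 3 or 4, or 24 h replicate 2 or 4). Sample weights, whose fit did not converge, ranged from 0.229 to 5.04 between libraries. The 5 calls over the other times became 3 without a filter, 74 with sample weights and 2 with only the 2 times compared, and 2 to 3 without a replicate. The 1 call between consecutive times became 0 with a mean of at least 10 RPMM, 5 without a filter, 0 with quantile normalization, 16 with sample weights and 31 with only the 2 times compared, and 0 without any 1 replicate. The 5 calls of the F test became 17 with sample weights, 8 with the first principal component as a covariate, and 2 without any 1 replicate.

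The 21 miRNAs by the rule of the paper became 71 with a mean of at least 10 RPMM, 11 with a mean of at least 100 RPMM, 1687 without a filter, 39 without the shallowest library, 71 with sample weights, 41 with the first principal component as a covariate, 26 to 68 without a replicate, and 79 without 0 h replicate 2. The 6 over 2-fold became 27 with a mean of at least 10 RPMM, 1639 without a filter, 16 with sample weights, 14 to 41 without a replicate, and 40 without 0 h replicate 2. miR-503 at 4 h kept its call in 13 of 24 alternatives. It lost it without a filter (log2 fold change 0.93, adjusted p = 0.141), with quantile normalization (1.02, 0.0616), without the shallowest library (0.90, 0.128), with only the 2 times compared (0.93, 0.992) and with voom weights (0.92, 0.0526), and its log2 fold change was 0.76 to 1.204 when replicates or libraries were left out (adjusted p up to 0.995). miR-424-3p exceeded miR-424-5p by 0.04 on average on the log2 scale, and by -0.23 to 0.28 without a replicate. The excess of the coefficient of variation of miR-424-5p, 16.6 percentage points, was 5.64 to 25.9 without a replicate and 14.8 without the shallowest library (p = 0.0508, exact). miR-424-5p at 4 h, which passed no test, changed sign with sample weights (-0.16) and without replicate 2 (-0.28) or 0 h replicate 2, and ranged from -0.35 to 0.61 when a replicate or library was left out.

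The replicate block moved the calls at 24 h from 5 to 4 (miR-196a-1-5p, adjusted p = 0.0535), dropped miR-196a-2-5p at 8 h and added miR-1247-5p at 6 h, and it changed no other call against time zero. By the rule of the paper it moved 21 miRNAs to 28, and 6 over 2-fold to 8. Depth limits what can be seen at low levels, above all in the 4 h library of replicate 3 with 1280430 mapped reads.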

Differences from the paper's values

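No test in this part was chosen after the result was seen. By a ratio of at least 1.5 at any time with an unadjusted p of at most 0.05, 21 miRNAs were found, against the paper's 10. The paper's text does not name the test behind its p. Of the alternatives set before the data were examined, a mean of at least 100 RPMM (11 miRNAs, which drops 5 of the paper's 10) and 1 entry per mature sequence (15 miRNAs, which drops 2 of the paper's 10) came within 1.5 times of the paper's number. The others did not: the pseudocounts (21 and 24), a mean of at least 10 RPMM (71), no filter (1687), median-of-ratios scaling (28), quantile normalization (30), scaling without miR-21-5p (21), the replicate block (28), leaving out a replicate (26 to 68) or the shallowest library (39), sample weights (71), only the 2 times compared (24) and no intensity trend (24). All 10 of the paper's miRNAs are among the 21.

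The paper does not list miR-424-5p among the miRNAs changed over 2-fold. Here it met that rule at 24 h with a ratio of 2.14 and an unadjusted p of 0.0123 (limma), and the paper's other miRNAs of that group, miR-503, miR-424-3p, miR-1247-5p and both miR-196a paralogs, met it too.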

Other observations

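The tests of miRNA lists below were set before the data were examined. The weighing of the let-7 and AU-rich lists against the largest axis was not tested.

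In the let-7 and AU-rich groups no single miRNA passed the test at 4 h or 24 h. The let-7 family, which restrains proliferation, stood higher than the other miRNAs at 4 h with a preset correlation (camera, adjusted p = 0.0332) and not with an estimated one (adjusted p = 0.652 with an estimated correlation), and none of its 9 members passed the test, with ratios at 4 h from 0.969 for miR-98 to 1.28 for Let-7i-5p. At 24 h the median log2 fold change of the family was -0.07. The AU-rich miRNAs miR-374, miR-340, miR-32, miR-590, miR-19, miR-101 and miR-126-5p stood lower at 4 h with a preset correlation (camera, adjusted p = 2.95e-05) and not with an estimated one (adjusted p = 0.439 with an estimated correlation). All 10 had a ratio under 1 at 4 h and none passed the test, with ratios of 0.640 for miR-374a-5p, 0.529 for miR-374a-3p and 0.627 for miR-32-5p. miR-126-5p and miR-32-5p are also near the positive end of the largest axis of variation between the libraries.

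In the miR-196 family and among the miRNAs of the HOX clusters, 2 were measured in each list, and miR-196a-5p was the 1 that rose at 4 h and at 24 h, also when adjusted over the list alone. miR-196b-5p had a ratio of 1.33 at 4 h and 1.37 at 24 h (adjusted p = 0.984 and 0.981, limma). miR-489 passed the test at 24 h only when adjusted over its list alone (1 measured member). For the 10 miRNAs of Fig. 4A no set test is given, since the study chose them by their change in these libraries.

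No member passed the test at 4 h or 24 h, over all miRNAs or adjusted over the list alone, in the miR-17-92 cluster (6 measured), the miR-106b-25 cluster (6), the miR-200 family (5), the miR-181 family (4), the miR-30 family (5), the miR-23/27/24 clusters (5), the clusters of miR-99 with miR-125 or let-7 (6), the clusters of miR-193 and miR-365 (6), the miR-320 family (3) or the breast cancer miRNAs of the introduction (4), nor did camera call any of these lists. The same held for members of lists too small for camera, namely the families of miR-103/107 (2), miR-29 (2), miR-101 (1), miR-378 (2) and miR-34 (1), the cluster of miR-96, miR-182 and miR-183 (2), that of miR-221 and miR-222 (2), the arms of miR-21 (2), the endothelial markers (2) and the blood cell markers (1, miR-486-5p, with ratios of 1.48 and 1.51). The median and the direction of camera differed in sign in the miR-15/16 seed family at 4 h (median log2 fold change -0.003), the miR-30 family at 24 h (-0.03) and the breast cancer miRNAs at both times (0.03 and 0.12).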
